# Dynamic changes of the immune microenvironment in ovarian cancer following neoadjuvant chemotherapy

**DOI:** 10.1038/s41420-026-03070-6

**Published:** 2026-03-23

**Authors:** Mingjie Wu, Fei Lv, Yi Jin, Shuai Wang, Lijun Meng, Jinyi Tong, Ruoyao Zou

**Keywords:** Ovarian cancer, Cell growth

## Abstract

Standard treatment for advanced ovarian cancer involves initial surgery followed by platinum-based chemotherapy. Although most patients are sensitive, most relapses occur at a later stage, highlighting the urgent need to understand the tumour microenvironment following neoadjuvant chemotherapy (NACT). To explore the mechanisms underlying chemotherapy resistance, we analysed published single-cell RNA sequencing (scRNA-seq) data from patients with high-grade serous ovarian cancer and performed several in vitro and in vivo experiments to investigate the role of prostaglandins in immunosuppressive microenvironment formation. Prostaglandin-mediated immunosuppressive microenvironment formation was a critical contributor to chemotherapy resistance following cisplatin treatment. Mechanistically, cisplatin-treated ovarian cancer cells induced the formation of myeloid-derived suppressor cells (MDSCs), which inhibited the cytotoxicity of CD8^+^T cells. Combination therapy with cisplatin and a prostaglandin-specific inhibitor restored CD8^+^T cell function and significantly improved the therapeutic efficacy compared with cisplatin monotherapy. Targeting prostaglandins may be a promising therapeutic strategy for overcoming chemotherapy resistance in ovarian cancer.

## Introduction

Ovarian cancer remains one of the most lethal gynaecological malignancies worldwide, ranking as the eighth leading cause of cancer-related deaths among women, with a mortality rate exceeding 70% in advanced-stage cases [1]. Notably, 70–80% of patients are diagnosed at advanced stages (clinical stage III/IV), contributing to poor 5-year survival rates (~30–50% overall) [2, 3]. The standard treatment regimen includes cytoreductive surgery combined with platinum-based chemotherapy (carboplatin and paclitaxel). For advanced cases, neoadjuvant chemotherapy (NACT) followed by interval cytoreductive surgery (ICS) is increasingly being adopted to reduce the tumour burden and improve surgical outcomes [4]. Targeted therapies, such as PARP inhibitors (e.g. niraparib and olaparib), have revolutionised maintenance treatment, particularly for patients with *BRCA* mutations or homologous recombination deficiency (HRD). The PRIMA trial demonstrated significant progression-free survival (PFS) benefits with niraparib [5]. Bevacizumab, an anti-angiogenic agent, has also been integrated into first-line and recurrent settings to delay progression [6]. Even after successful initial treatment, 60–70% of patients relapse within 2–3 years, with over 80% of advanced patients developing platinum resistance, limiting therapeutic options [7, 8]. Therefore, more effective therapeutic methods should be developed to treat recurrences.

Ovarian cancer is characterised by a complex and immunosuppressive tumour microenvironment (TME) that dynamically evolves during treatment. The interplay among cancer cells, immune cells, and therapeutic interventions significantly influences disease progression and therapeutic outcomes [9]. Prior to treatment, the TME of ovarian cancer is predominantly immunosuppressive, characterised by high infiltration of tumour-associated macrophages (TAMs), particularly TREM2^+^ or CD163^+^ subtypes [10, 11]. It also lacks cytotoxic CD8^+^ T cells and has an elevated CD4^+^/CD8^+^ T-cell ratio, indicating impaired effector T-cell function [12], along with elevated Tregs, which suppress antitumour immunity by inhibiting CD8^+^ T-cell activity [13]. However, NACT transiently reshapes the TME, manifested by reduced neutrophil and monocyte counts, while temporarily boosting lymphocyte proliferation, creating a ‘window period’ of enhanced Th1 cell-mediated immunity that may synergise with immunotherapy [14]. Moreover, platinum-based chemotherapy reduces the proportion of Tregs, which correlates with a decreased tumour burden [13, 14]. However, other studies have indicated that immune suppression, including TAM infiltration, is not altered by neoadjuvant therapy [15]. This evidence suggests the complexity of the immune microenvironment in ovarian cancer and the high heterogeneity observed among patients, underscoring the necessity for mechanistic investigations into the dynamic alterations of the immune landscape following neoadjuvant chemotherapy and for the identification of potential therapeutic targets. We analysed scRNA-seq data from human ovarian cancer samples (data analysis workflow in Fig. S1A) and performed in vitro and in vivo experiments to determine whether the combined application of platinum and prostaglandin-specific inhibitors enhances the cytotoxicity of CD8^+^ T cells and significantly improves the efficacy rate compared to platinum monotherapy.

## Results

### Differential abundance testing reveals NACT-relevant non-tumour single cells and intrinsic signalling events

scRNA-seq data from human high-grade serous ovarian cancer (HGSOC) treatment-naïve and post-neoadjuvant chemotherapy (NACT) pairs identified 15 non-tumour clusters (Figs. 1A and S1B, C, clinical information in Table S1, GSE165897). To understand the changes in non-tumour cell states attributed to NACT, we modelled the differences on a K nearest neighbours (KNN) graph (k = 30) [16] (Fig. S1D). A total of 1437 differentially abundant neighbourhoods (896 upregulated and 541 downregulated in NACT) were identified at 10% FDR (Fig. 1A, B). Differential gene analysis of positively and negatively correlated neighbourhoods showed that T-cell receptor (TCR) signalling (*JUN, GNLY, CD160*, and *ID2*) was overactivated in the T subset, whereas the cell cycle pathway was impaired, indicating that proliferative ability was damaged following NACT (Figs. 1C, D and S1E). Differential gene analysis of macrophages showed that metabolism (*CD36, IDO1, SLC22A2*, and *SLC38A9*), transcriptional regulation (*KLF2 and JMJD1C*), cytokine secretion, and prostaglandins (*PTGES, PTGS1, TBXAS1*, and *AKR1C3*) were prominently induced by NACT (Figs. 1E, F and S1F). Moreover, the activation of cytokine and chemokine secretion upon NACT treatment was also observed in fibroblasts (Fig. 1G, H). These results indicate that NACT induces immune-activated microenvironment formation and partially affects T-cell proliferation.

**Fig. 1:**
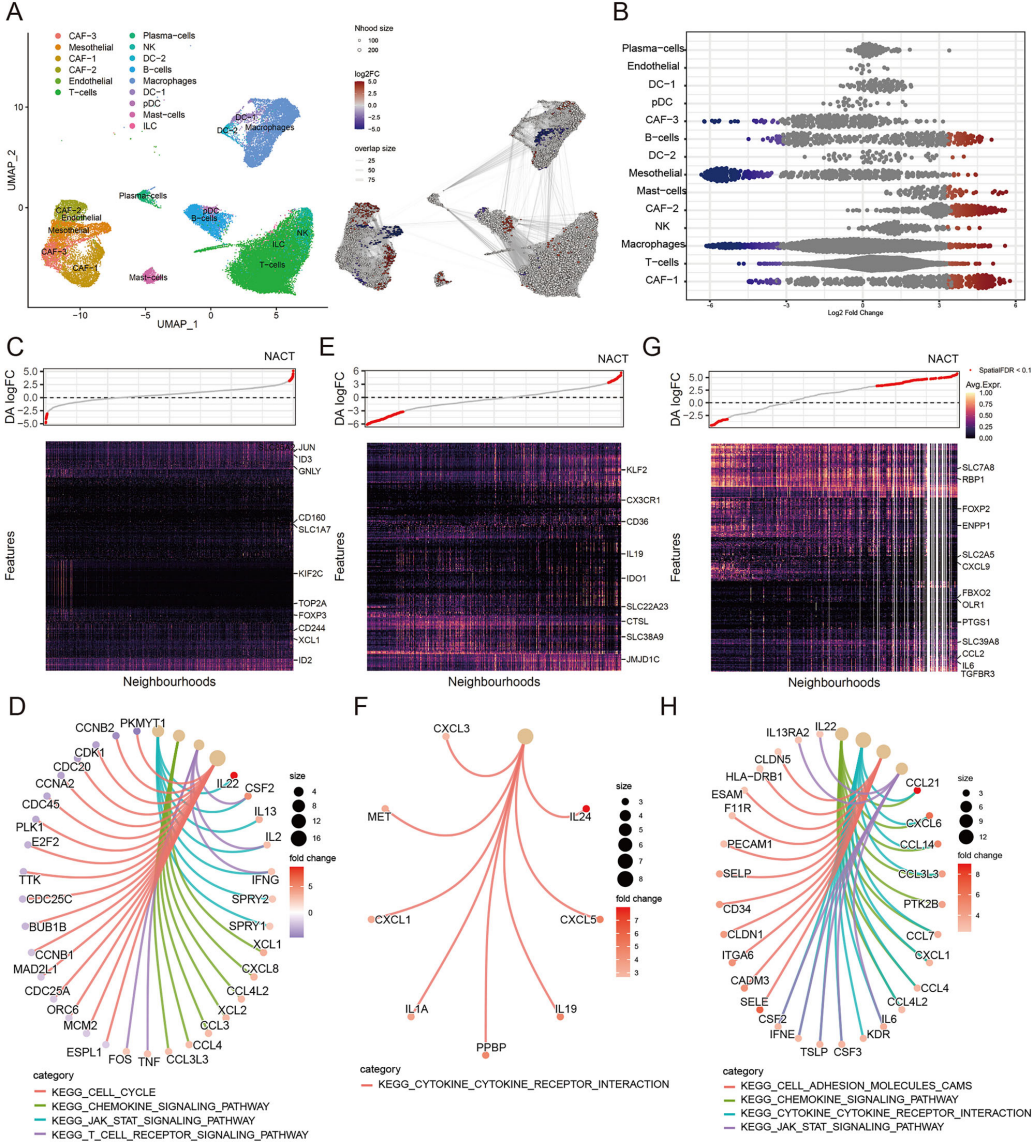
Transcriptional remodelling of the tumour microenvironment following NACT. **A** Uniform manifold approximation and projection (UMAP) embedding of transcriptomic data depicts 15 clusters of cell populations within the tumour microenvironment, annotated by cell type. The graph on the right indicates the assignment of neighbourhoods to discrete categories using Louvain clustering. **B** Differential abundance (DA) analysis of major cell types after NACT. Each dot represents a neighbourhood, coloured by log_2_FC (FC fold change) and grouped by annotated cell types. Differential abundance testing was performed by assigning cells to partially overlapping neighbourhoods using the k-nearest neighbour graph method. This analysis identifies perturbations obscured by the distribution of cells into clusters. **C** DA heat maps showing feature-level changes across cell neighbourhoods post-NACT in T cells. Differentially expressed genes are indicated on the right side of the figure. **D** Pathway enrichment analysis of the differentially abundant post-NACT features. Pathways were visualised using fold change (colour scale) and gene count (node size), highlighting enrichment in the cell cycle, cytokine signalling, adhesion molecules, and immune interactions. **E** DA heat maps showing feature-level changes across cell neighbourhoods after NACT in macrophages. Differentially expressed genes are indicated on the right side. **F** Pathway enrichment analysis of differentially abundant post-NACT features. Pathways were visualised using fold change (colour scale) and gene count (node size), highlighting the enrichment in cytokine–cytokine receptor interactions. **G** DA heat maps showing feature-level changes across cell neighbourhoods after NACT in fibroblasts. Differentially expressed genes are indicated on the right side. **H** Pathway enrichment analysis of differentially abundant post-NACT features. Pathways were visualised using fold change (colour scale) and gene count (node size), highlighting enrichment in chemokine signalling, JAK-STAT (janus kinase- signal transducer and activator of transcription) signalling, and cytokine–cytokine receptor interactions.

### Dissecting cell type-specific and NACT-specific transcriptional heterogeneous pathways

Because strong intercellular heterogeneity obscures patterns of transcriptional variation across tumours, we performed a generalised binary covariance decomposition (GBCD) analysis. Interestingly, gene expression programme 7 (GEP7, including *CD24, S100A1, S100A13, S100A10, HSPB*) and GEP8 (*RPLs, RPSs*) were largely active in tumour cells from post-NACT patients (Fig. S2A–C), indicating that some subsets of tumour cells undergo significant translational remodelling after NACT. GBCD analysis of the CAF subset revealed that GEP19 (HLA-A/B/C/E and B2M) was induced following NACT (Fig. S2D, E), suggesting that NACT promotes the antigen-presenting ability of cancer-associated fibroblasts (CAFs). For immune cells, GBCD identified a macrophage-specific GEP (GEP6) that was not significantly altered upon NACT treatment (Fig. S2F, G). Moreover, we performed GBCD on non-tumour cells and found that GEP7, GEP8, and GEP15 were active in the post-NACT group (Fig. S2H). Antibody rearrangements (*IGHG4, IGLVs*), immune cell chemotaxis (*CCL3/4/18, CXCL1/2/3/8*), and pro-inflammatory factors (*IL1B, IL6, GZMB, IL11*) were extensively induced (Fig. S2I–K). These analyses show that NACT promotes a pro-inflammatory transition in the tumour microenvironment, which is not limited to immune cells.

### Tensor decomposition exploring the coordinated transcriptional variation among different interacting cell types

Considering that cellular interactions constitute the foundation of the tumour microenvironment, we inferred cell–cell communication using CellChat [17]. NACT obviously affected the interaction strength of DC and B cells, reduced the interaction strength between T cells and DC, but increased the interaction strength between macrophages and T cells, as well as between T cells and CAF-3 cells (Figs. 2A and S3). To further identify the patterns of coordinated cellular activity among these cell types following NACT, we performed scITD analysis based on Tucker tensor decomposition [18], and decomposed the dataset into three factors. Regarding the interaction between macrophages and T cells, NACT-induced *CXCL5, PTGES, CD24* and *IFIT2* expression while reducing *CD69* and *JUN* expression (Fig. 2B). Regarding the interaction between CAF-3 cells and T cells, NACT-induced *CXCL3/8/10* expression (Fig. 2C). These analyses confirmed that NACT facilitated T-cell attachment. However, scITD analysis of the interaction between macrophages and CAF-3 cells indicated that NACT-induced *CXCL1/5/6/8* and *PTGDS* expression (Fig. 2D). As mentioned before, prostaglandins, including PTGES and PTGDS, have been shown to impair the intratumoural orchestration of immune responses [19, 20]. We doubt whether NACT-induced prostaglandin increases mediate subsequent treatment resistance.

**Fig. 2:**
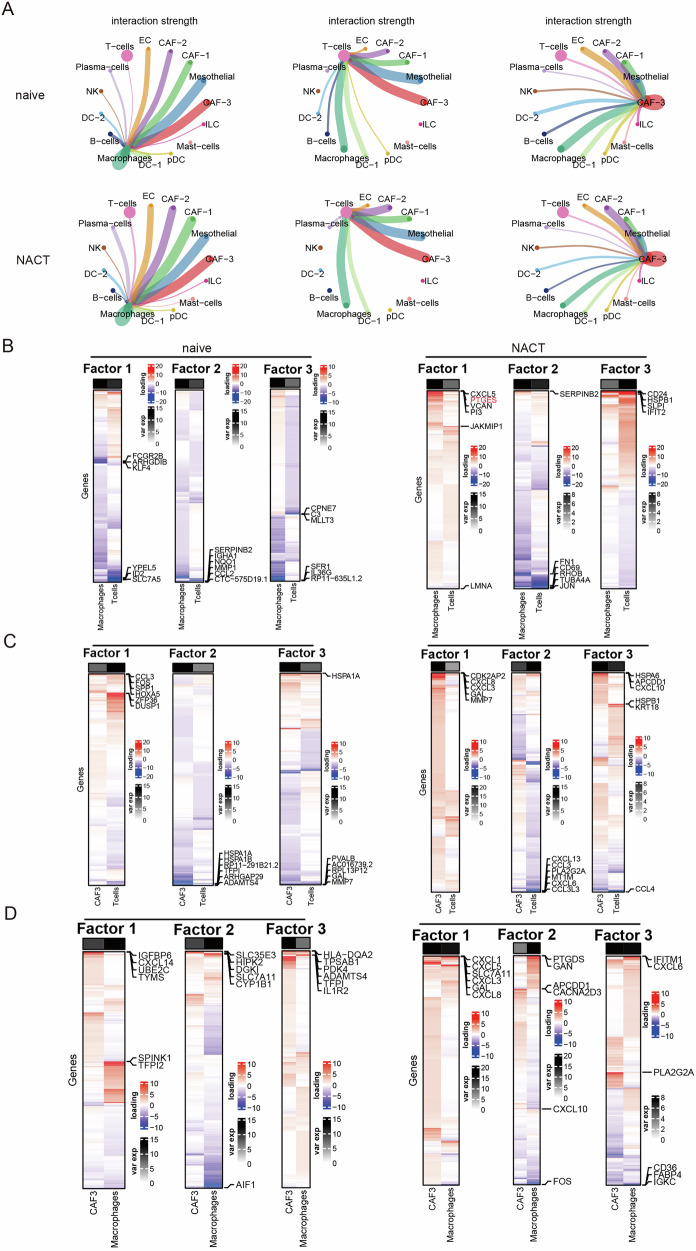
Remodelling of intercellular communication and transcriptional programmes in the tumour microenvironment following NACT. **A** Circos plot showing predicted intercellular communication networks based on interaction strength across macrophages (left), T cells (middle), CAF-3 cells (cancer-associated fibroblast-3, right), and other cell subsets in treatment-naïve (top) and post-NACT (bottom) tumours. Notable changes in signalling strength and partner rewiring were observed, particularly in interactions involving CAF-3 cells, macrophages, and endothelial cells. **B** Gene loading heatmaps for factors 1–3, displaying significant genes in naïve and NACT samples only. Coordinated interaction patterns between macrophages and T cells were analysed using single-cell Interpretable Tensor Decomposition (scITD). **C** Gene loading heatmaps for factors 1–3, displaying significant genes in naïve and NACT samples only. Coordinated interaction patterns between CAF3 and T cells were analysed using scITD. **D** Gene loading heatmaps for factors 1–3, displaying significant genes in naïve and NACT samples only. Coordinated interaction patterns between CAF3 and macrophages were analysed using scITD.

### Tumour cells directly induce phenotype switch of immune cells after cisplatin treatment

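RNA was sequenced from mouse T cells that had been co-cultured with ID8 cells, a mouse ovarian cancer cell line, after the ID8 cells had been pretreated with cisplatin or with buffer alone. The T cells came from the spleens of C57BL/6 mice. They were kept in medium with 10 ng/mL IL-2 and pre-activated for 72 h with beads carrying antibodies against CD3 and CD28. There were 3 libraries of T cells co-cultured with cisplatin-pretreated ID8 cells (cisplatin) and 3 of T cells co-cultured with buffer-treated ID8 cells (control). The sample labels give 40 µM cisplatin for the pretreatment, and the paper's text gives no dose for the co-culture. According to the paper's methods, the authors removed adaptor-containing and low-quality reads, aligned the reads to the genome with LifeScope, counted them on known genes and divided the counts by gene length and library size. The authors deposited these FPKM values (fragments normalized for gene length and for the reads of the library) for 54532 genes. In each library, FPKM multiplied by gene length was a whole multiple of a single step for 100% of the genes above 0. The number of reads on each gene could therefore be rebuilt. The rebuilt reads on genes ranged from 30847321 to 32169496 in the cisplatin libraries (median 31307189) and from 30606569 to 31255205 in the control libraries (median 30711458). The denominator behind the deposited FPKM was on average 1.04 times these reads in the cisplatin libraries and 0.980 times in the control libraries. The FPKM were thus not scaled by the reads on genes alone. No 2 libraries of a group held identical values, and they differed by more than sampling noise, with a chi-square per degree of freedom of 5.35 to 6.44 between the rebuilt reads of replicates.
The groups were compared on log2(FPKM + 0.1) with limma over the 15874 genes with a mean of at least 0.5 FPKM over the 6 libraries. Fold changes on this scale understate the change of genes with low values. A gene was called differentially expressed at an adjusted p-value (Benjamini-Hochberg) under 0.05 and a fold change of at least 2, the thresholds the authors used with DESeq2. Lists of marker genes were compared with all other tested genes by limma's camera test, with adjusted p-values over 14 lists. The mean log2(FPKM + 0.1) of 26 T-cell identity genes was 6.23 ± 0.012 (SD, n = 3) in the cisplatin libraries and 5.63 ± 0.029 (SD, n = 3) in the control libraries. All 26 were higher (mean log2 fold change 0.60, adjusted p = 7.8e-12 from limma's camera test). The 30 tested markers of ID8 tumour cells had a mean of 2.69 ± 0.027 (SD, n = 3) in the cisplatin libraries and 4.97 ± 0.034 (SD, n = 3) in the control libraries. Their mean log2 fold change was -2.28 (adjusted p = 5.5e-17 from limma's camera test), and 28 of them were called lower. Among them, Krt19, on chromosome 11 from 100140810 to 100148665 of GRCm38, fell from 646 ± 18.1 FPKM (SD, n = 3) to 52.9 ± 1.46 FPKM (SD, n = 3). The 10 B-cell markers and 11 tested myeloid markers had mean log2 fold changes of 0.69 and 0.61. For each of these lists the cisplatin and control libraries did not overlap (two-sided exact permutation test of the library means, p = 0.1, the smallest p that 3 libraries against 3 allow). The median log2 fold change of the tested genes was 0.03 on the FPKM as deposited and 0.16 after quantile normalization. It was -0.57 after each library was centred on the T-cell identity genes, a scaling that assumes these genes did not change.

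**Figure D1:**
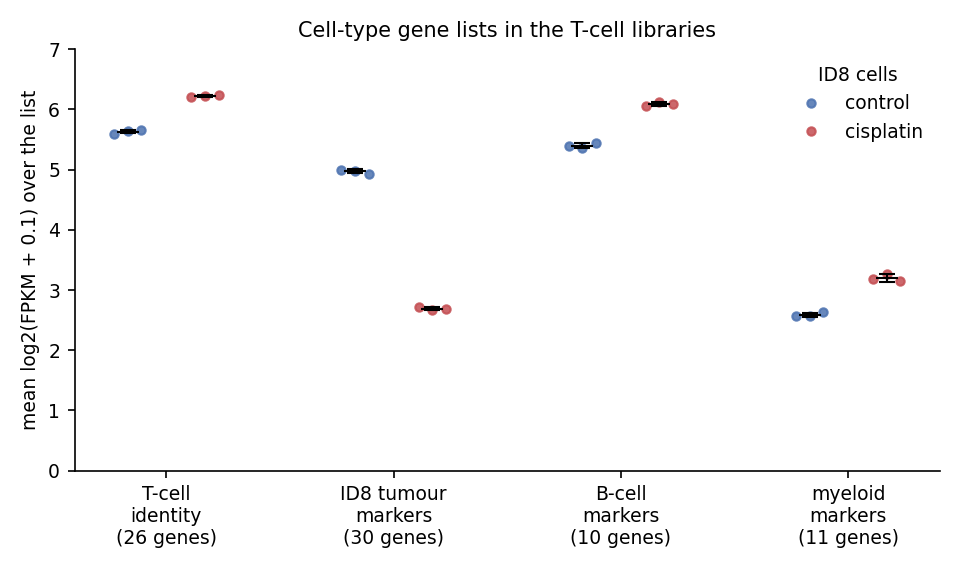
Mean log2(FPKM + 0.1) of the genes of 4 cell-type lists in each T-cell library, for control (blue) and cisplatin-pretreated (red) ID8 cells. Points are libraries, and black marks give the mean and SD of 3 libraries. The ID8 tumour markers lie at 4.97 in control and 2.69 in cisplatin libraries, and the other lists are higher in the cisplatin libraries; centring on the T-cell identity genes gives mean log2 fold changes of -2.88 for the ID8 tumour markers, 0.10 for the B-cell markers and 0.02 for the myeloid markers.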

We performed in vitro co-culture experiments with cisplatin-pretreated ID8 cells and bone marrow-derived macrophages (BMDMs) or T cells to evaluate the role of tumour cells in regulating the phenotypic transformation of immune cells. Transcriptome sequencing indicated 1441 upregulated and 2740 downregulated genes in BMDMs after inoculation (Fig. 3A). Immunity and inflammatory pathways, including chemokine signalling and cytokine–cytokine receptor interactions, were induced in BMDMs (Fig. 3B). However, interferon-response signalling (*STAT1, STAT2, IRF9*) and macrophage differentiation potential were reduced following inoculation (Fig. 3C, D). Upon inoculation with T cells, 2661 genes were downregulated, and 857 genes were upregulated (Fig. 3E). 

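In the 6 T-cell libraries, 2687 of the 15874 tested genes were differentially expressed by limma. Of these, 2034 were downregulated and 653 upregulated with cisplatin-pretreated ID8 cells, so 75.7% were lower. Without the fold-change minimum, 4603 genes were lower and 4360 higher at an adjusted p-value under 0.05 from limma. The values of the 3 cisplatin and 3 control libraries did not overlap for 10196 genes, or 64.2% of those tested, where chance gives 10%. Among the called genes, 1783 of the lower and 245 of the higher ones were protein-coding. The split of the calls depended on the scaling. Centring on the T-cell identity genes gave 3858 lower and 136 higher genes (96.6% lower), and quantile normalization 1790 lower and 979 higher (64.6% lower). With only genes of at least 5 FPKM on average, 1145 genes were called.
The largest falls among called genes with at least 5 FPKM in the higher group were those of Ffar4, Kctd14, 4930447F24Rik, Cygb and Gm27343. Ffar4 (ENSMUSG00000054200), a protein-coding gene on chromosome 19 from 38097079 to 38114263 of GRCm38, had 0.243 ± 0.082 FPKM (SD, n = 3) in the cisplatin and 25.7 ± 1.18 FPKM (SD, n = 3) in the control libraries. Its log2 fold change was -6.26 (standard error 0.17, adjusted p = 4.7e-07 from limma), and its rebuilt reads averaged 11 and 1084. Kctd14 (ENSMUSG00000051727, chromosome 7 from 97451323 to 97459557) fell from 63.9 ± 2.43 to 0.949 ± 0.344 FPKM (SD, n = 3 each), a log2 fold change of -5.98 (standard error 0.23, adjusted p = 1.9e-06 from limma). The transcript 4930447F24Rik (ENSMUSG00000102224, chromosome 9 from 108133718 to 108138567) had a log2 fold change of -5.97 and lies within Bsn on the other strand. Cygb (ENSMUSG00000020810, chromosome 11 from 116645595 to 116654313) had a log2 fold change of -5.72 and overlaps Prcd on the other strand. The paper's methods do not say whether reads were counted by strand, so the values of 4930447F24Rik and Cygb are uncertain. Gm27343 (ENSMUSG00000088139), a small nuclear RNA of 63 bases on chromosome 2 from 152417262 to 152417324, lies inside 6820408C15Rik on the same strand. It averaged 16.3 rebuilt reads in control libraries and had at most 1 in each cisplatin library, at least 5.44-fold lower.
The largest rises by the same rule were those of Ighd2-4, Traj26, C1qb, Igkv7-33 and Gpnmb. The B-cell and myeloid marker lists rose too, with mean log2 fold changes of 0.69 and 0.61. The libraries do not separate transcripts of T cells from those of other cells, so the rises and falls named here are not assigned to T cells. Gpnmb (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929) rose from 3.26 ± 0.101 to 20.1 ± 0.720 FPKM (SD, n = 3 each), a log2 fold change of 2.59 (standard error 0.05, adjusted p = 1.5e-07 from limma). C1qb (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) rose from 0.863 ± 0.229 to 6.28 ± 0.557 FPKM (SD, n = 3 each), a log2 fold change of 2.75 (standard error 0.20, adjusted p = 3.5e-05 from limma). The other 3 are gene segments of antigen receptors. Igkv7-33 (ENSMUSG00000076575), an immunoglobulin V segment on chromosome 6 from 70058632 to 70059199 whose reads can be shared with related segments, had a log2 fold change of 2.73. Traj26 (ENSMUSG00000076903), a T-cell receptor J segment of 60 bases on chromosome 14 from 54194490 to 54194549, averaged 17 rebuilt reads in cisplatin libraries. It had at most 3 in each control library, at least 5.67-fold higher, and was not called in 6 of the 16 alternative settings in which it was tested. Ighd2-4 (ENSMUSG00000095444), an immunoglobulin D segment of 17 bases on chromosome 12 from 113470694 to 113470710, had 1, 7 and 7 rebuilt reads in the cisplatin libraries and 0 in the control libraries, at least 1.67-fold higher.

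**Figure D2:**
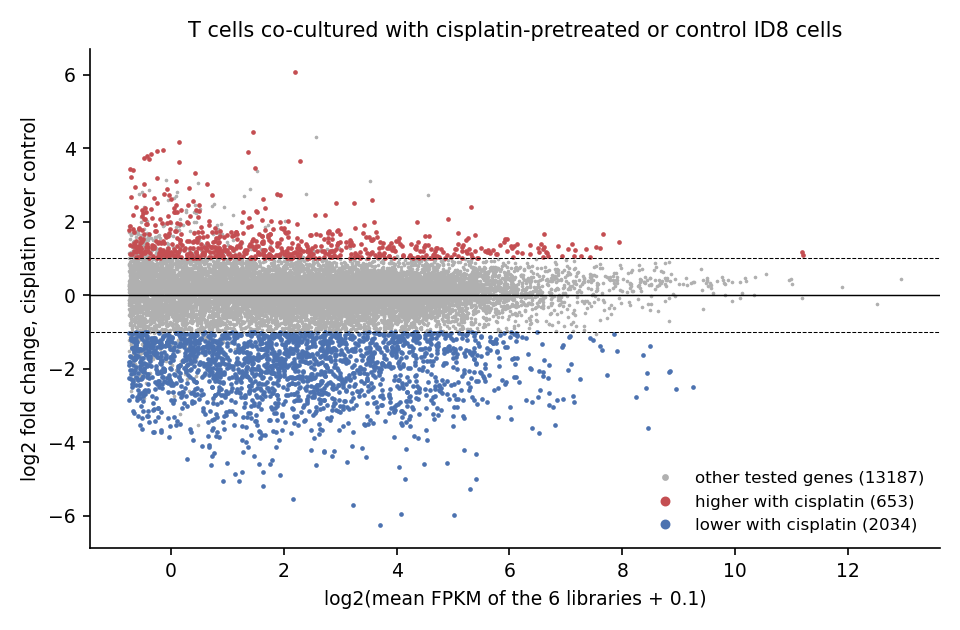
Log2 fold change (cisplatin over control) of each of the 15874 tested genes against its mean FPKM over the 6 libraries on a log2 scale. Each point is a gene, with the 653 genes called higher in red and the 2034 called lower in blue and dashed lines at a log2 fold change of 1 and -1. Called genes occur from low to high expression; centring on the T-cell identity genes makes these counts 136 and 3858.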

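Gene lists for components and for transcriptional targets of the JAK-STAT and NF-κB pathways were compared between the cisplatin and control T-cell libraries, because the paper's text does not name the gene sets it used. The 42 JAK-STAT components (receptors, kinases, STAT factors and regulators) had a mean log2 fold change of 0.23 with cisplatin-pretreated ID8 cells on the FPKM as deposited (adjusted p = 0.0017 from limma's camera test), and -0.37 after centring on the T-cell identity genes. Their library means of log2(FPKM + 0.1) were 4.67 ± 0.019 (SD, n = 3) with cisplatin and 4.44 ± 0.0059 (SD, n = 3) in control. Of these genes, 35 passed an adjusted p-value of 0.05 by limma over all tested genes (27 higher and 8 lower) and 36 over the list alone, and 1, Ptpn6, was called higher. The 50 JAK-STAT targets had a mean log2 fold change of -0.50 (adjusted p = 0.0066 from limma's camera test), and -1.09 after the centring. Their library means were 4.76 ± 0.014 (SD, n = 3) with cisplatin and 5.25 ± 0.0018 (SD, n = 3) in control. By limma, 42 of them passed an adjusted p-value of 0.05 over all genes (14 higher and 28 lower) and 43 over the list, and 12 were called lower. The called targets included Oasl2 (log2 fold change -2.84), Ifit3 (log2 fold change -2.23) and Irf7 (log2 fold change -1.24). The mean log2 fold change of the ID8 tumour markers was -2.28, and the libraries do not separate transcripts of T cells from those of ID8 cells. Less ID8 RNA may therefore account for part of the fall of these targets.
The 41 NF-κB components had a mean log2 fold change of 0.09 (adjusted p = 0.016 from limma's camera test), and -0.51 after the centring. Their library means were 4.27 ± 0.0026 (SD, n = 3) with cisplatin and 4.18 ± 0.015 (SD, n = 3) in control. Over all genes 33 of them passed an adjusted p-value of 0.05 by limma (23 higher and 10 lower) and over the list 35, and Ltbr (log2 fold change -1.58), Tnfrsf1a (log2 fold change -1.22) and Tnip1 (log2 fold change -1.01) were called lower. The 46 tested NF-κB targets had a mean log2 fold change of 0.17 (adjusted p = 0.0034 from limma's camera test), which was -0.43 after the centring and -0.03 when only genes of at least 5 FPKM on average were kept (adjusted p = 0.084 from limma's camera test). Their library means were 3.79 ± 0.016 (SD, n = 3) with cisplatin and 3.62 ± 0.043 (SD, n = 3) in control. By limma, 40 of them passed an adjusted p-value of 0.05 over all genes (29 higher and 11 lower) and 41 over the list. The calls went both ways. There were 6 lower, among them Ier3 (log2 fold change -2.83) and Nos2 (log2 fold change -2.77), and 4 higher, among them Ccl3 (log2 fold change 1.98) and Ccl4 (log2 fold change 1.78). The centring moves the median of all tested genes as much as the lists. Relative to that median, the mean log2 fold changes were 0.20 for the JAK-STAT components, -0.52 for the JAK-STAT targets, 0.06 for the NF-κB components and 0.14 for the NF-κB targets under both scalings. After the centring, the adjusted p-values from limma's camera test were 0.96 for the JAK-STAT components, 3.5e-05 for the JAK-STAT targets, 0.38 for the NF-κB components and 0.047 for the NF-κB targets. The test works on each gene's change divided by its standard error, so a common shift moves precisely measured genes more. A changed p-value under the centring is thus no change of a list's place relative to the median gene. The NF-κB targets on that scale had a negative mean and still stood above the other tested genes. For each list the 3 cisplatin libraries lay on one side of the 3 control libraries (two-sided exact permutation test of the library means, p = 0.1, the smallest p possible). Among 10000 random lists of matched expression, the medians of the 4 lists stood at the percentiles 99.0, 0, 98.1 and 100. With the correlation between genes estimated from the data in place of a fixed 0.01, the adjusted p-values from limma's camera test were 0.059 for both JAK-STAT lists and 0.096 for both NF-κB lists.
Among single factors, Nfkb1 (chromosome 3 from 135584655 to 135691547 of GRCm38) had 34.9 ± 0.706 FPKM (SD, n = 3) with cisplatin and 31.2 ± 0.144 FPKM (SD, n = 3) in control, a log2 fold change of 0.16 (adjusted p = 0.0036 from limma) that was -0.44 after the centring. Stat3 and Rela each had a log2 fold change of -0.14, and of -0.74 after the centring.

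**Figure D3:**
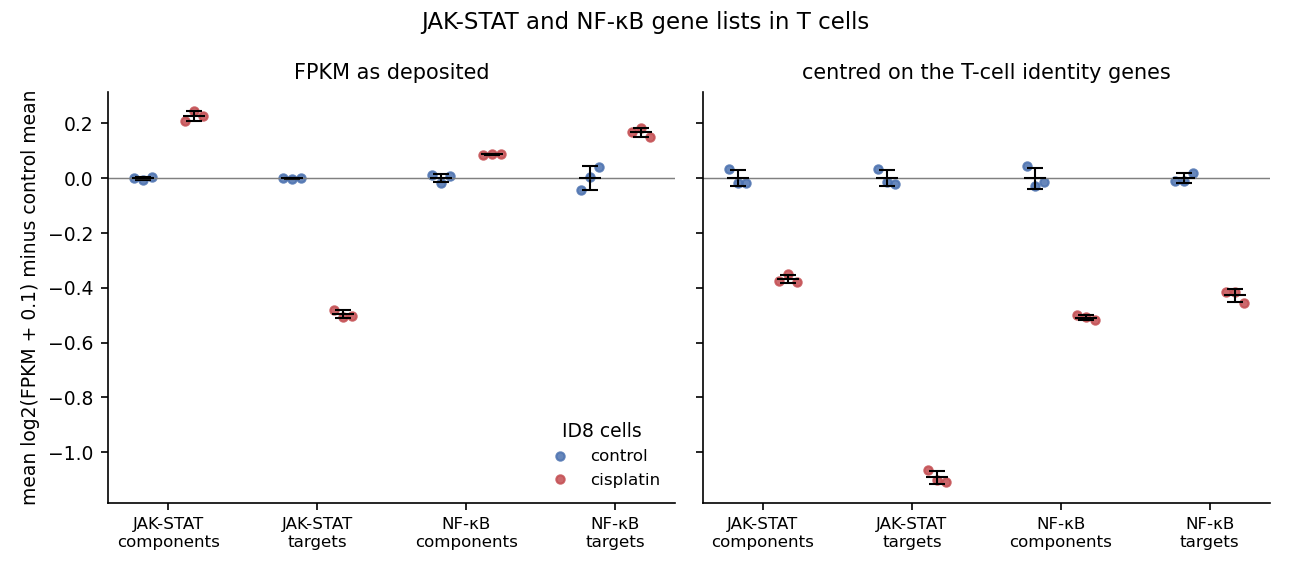
Mean log2(FPKM + 0.1) of the genes of each JAK-STAT and NF-κB list in each T-cell library, minus the mean of the control libraries, on the FPKM as deposited (left) and after centring each library on the T-cell identity genes (right). Points are libraries (control blue, cisplatin red) and black marks give the mean and SD of 3 libraries; the JAK-STAT targets are lower with cisplatin in both panels, at -0.50 and -1.09, while the other lists are higher on the left and lower on the right.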

The JAK-STAT and NF-κB pathways were markedly inhibited in T cells following co-culture (Fig. 3F), which was also confirmed by TFs analysis and flow cytometry detection (Fig. 3G, H). Although cisplatin therapy delayed disease progression in an ID8 intraperitoneally-injected mouse model (Fig. S4A), but upregulated prostaglandin secretion (Fig. S4B, C). Moreover, the frequencies of MDSCs (PDL1^+^CD11b/Ly6C^+^) and exhausted CD8^+^T (PD1^+^TIM3^+^) increased following cisplatin treatment (Fig. S4D–F). These findings suggest that cisplatin treatment induces a pro-inflammatory state in the TME to a limited extent.

**Fig. 3:**
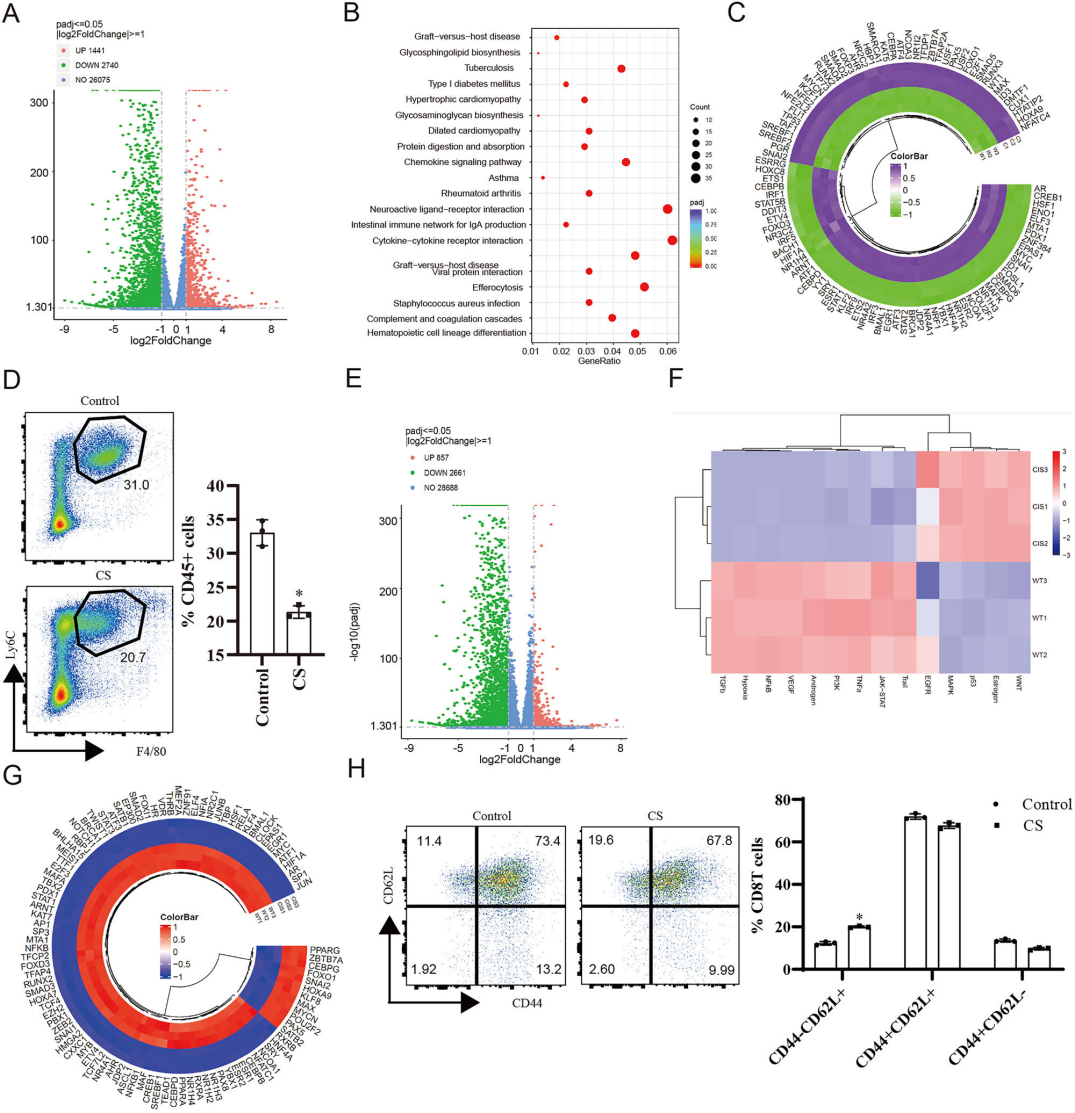
Cisplatin-induced tumour cells promote immunosuppressive characteristics of immune cells. **A** Volcano plot of differentially expressed genes in monocytes between cisplatin (CS)-treated and control groups, highlighting significantly upregulated (red) and downregulated (green) genes (adjusted *p* < 0.05, |log_2_FC| > 1). **B** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of significantly dysregulated genes, with dot size representing gene count and colour representing the *p*-adjusted value. **C** Circo-heat map plot of transcription factor (TF) enrichment scores based on upregulated genes, highlighting shifts in TF activity following cisplatin treatment. **D** Flow cytometric quantification of F4/80⁺CD11b⁺ macrophages from control and CS-treated groups. Representative plots and statistical summary (*n* = 3, *p* < 0.05). **E** Volcano plot of differentially expressed genes in T cells between cisplatin (CS)-treated and control groups, highlighting significantly upregulated (red) and downregulated (green) genes (adjusted *p* < 0.05, |log_2_FC| > 1). **F** Heatmap of selected immune-related pathway enrichment analysis across independent samples between the CS-treated and control groups (*n* = 3 per group). **G** Circos heatmap plot of TF enrichment scores based on upregulated genes, highlighting shifts in TF activity following cisplatin treatment. **H** Flow cytometry analysis of CD8^+^ T-cell activation status (CD44^–^ CD62^+^ ratio) in the control and CS-treated groups. The right panel shows the qualified results (*n* = 3, *p* < 0.05).

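Of the other pathways in Fig. 3F, lists of target genes were tested for TGF-β, hypoxia, MAPK, p53 and WNT in the same 3 cisplatin and 3 control T-cell libraries. The 27 hypoxia targets had library means of log2(FPKM + 0.1) of 3.62 ± 0.028 (SD, n = 3) with cisplatin and 5.73 ± 0.015 (SD, n = 3) in control. Their mean log2 fold change was -2.11 (adjusted p = 2.4e-14 from limma's camera test), and 23 were called lower. Vegfa, on chromosome 17 from 46016993 to 46032369 of GRCm38, fell from 100.51 ± 3.14 to 10.1 ± 0.461 FPKM (SD, n = 3 each), a log2 fold change of -3.31 (standard error 0.04, adjusted p = 6.3e-08 from limma). The 16 tested TGF-β targets had a mean log2 fold change of -1.01 (adjusted p = 0.033 from limma's camera test), with 5 called lower and 1 higher. Their adjusted p-value from limma's camera test was 0.16 after centring on the T-cell identity genes, where the mean log2 fold change was -1.60. The 20 tested MAPK targets had a mean log2 fold change of -0.76 (adjusted p = 9.4e-04 from limma's camera test), with 9 called lower and 0 higher. The 33 tested p53 targets and the 9 tested WNT targets were not distinguished from the other genes, with mean log2 fold changes of 0.09 and 0.19 (adjusted p = 0.12 and 0.16 from limma's camera test) that were -0.51 and -0.40 after the centring. The centring lowers every gene alike, so it does not test the direction of the hypoxia, TGF-β and MAPK lists. The ID8 tumour markers fell as well, and no scaling used here removes RNA of ID8 cells. The falls of these lists may therefore come in part from less ID8 RNA. With the correlation between genes estimated from the data the adjusted p-value was 0.12 for the TGF-β and MAPK lists by limma's camera test.
Transcript levels were also compared for 44 of the transcription factors that Fig. 3G names, of which 42 were tested. By limma, 17 were lower and 13 higher at an adjusted p-value under 0.05, and 7 were called lower and 1 higher. Jun had a log2 fold change of -0.91 (adjusted p = 6.0e-06 from limma) and Pparg of -1.88 (adjusted p = 0.0011 from limma), while Myb had a log2 fold change of 1.73 (adjusted p = 4.5e-06 from limma). After the centring these were -1.50, -2.48 and 1.13. These values are transcript levels of the factors, and Fig. 3G shows scores of their activity. From the pathway scores (Fig. 3F), with the transcription factor scores and flow cytometry (Fig. 3G, H), the paper concludes that the JAK-STAT and NF-κB pathways were inhibited in T cells after co-culture.

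**Figure D4:**
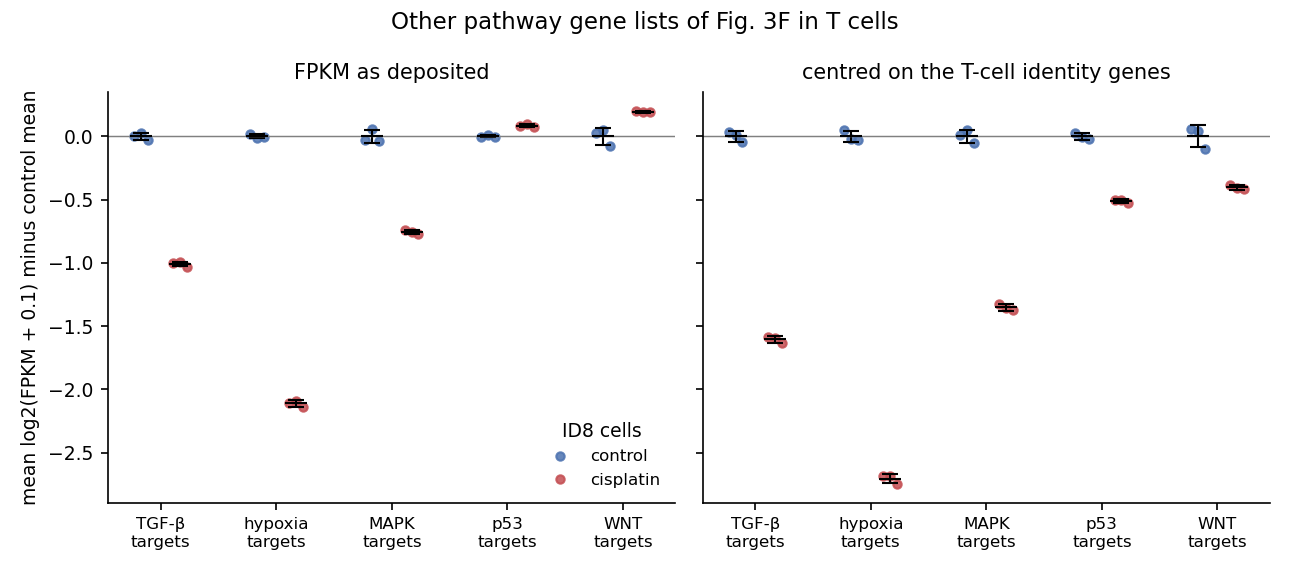
Mean log2(FPKM + 0.1) of 5 lists of pathway target genes in each T-cell library, minus the mean of the control libraries, on the FPKM as deposited (left) and after centring each library on the T-cell identity genes (right). Points are libraries (control blue, cisplatin red) and black marks give the mean and SD of 3 libraries; the TGF-β, hypoxia and MAPK targets are lower with cisplatin in both panels, and the p53 and WNT targets are higher on the left and lower on the right.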

### NACT-specific tumour cell heterogeneity and co-regulatory network analysis

To understand the dynamic co-expression networks within ovarian cancer cells after NACT, we conducted high-dimensional weighted gene co-expression network analysis (hd-WGCNA) [21]. The co-expression networks identified by hd_WGCNA are based on transformed pairwise correlations of input gene features [22, 23]. After selecting the optimal soft-power threshold (*n* = 10), we constructed 16 modules (M1-M16, co-expression modules) among the cancer cells (EOC_C1-EOC_C12) (Fig. S5A–C). Module distribution analysis showed M6 was specific to EOC_C7, whereas M3 and M5 were present in multiple cancer cells subsets (Fig. S5D). In particular, M2, M4-M7, M13, and M16 were enriched in the post-NACT group compared to the naïve group (Fig. S5E). Gene ontology (GO) enrichment analysis indicated that the naïve M9 module was enriched in the negative regulation of interferon type II, whereas the NACT-related M13 module was enriched in the regulation of PRR and Myd88-dependent toll-like receptor (TLR) signalling (Fig. S5F, G). This suggests that NACT induces pro-inflammatory responses in cancer cells. Next, we mapped the dynamic network topological overlap matrix of the top hub genes from each module onto a two-dimensional manifold. We found that M4 highly enriched *PTGES, S100A9, MUC4* and *LAMA5* were closely related to M1 (enriched *RPL13A, PRL19, PRL28*) and M11 (enriched *CDK6, MAFB, CALR, ADRM1*) (Fig. S5H, I). These results clarify that M4-containing *PTGES* is strongly related to translational and transcriptional remodelling after NACT. Moreover, transcription factor spectrum analysis indicated TP53 activity was reduced, whereas STAT3, IRF5, and HSF2 activities were induced in EOC_C1. (Fig. S5J). GRHL2, ZNF140, and HSF2 activities were induced in EOC_C8 (Fig. S5K), and ZNF140 and HSF2 activities were both induced in EOC_C11 and EOC_C12 (Fig. S5L–N). Notably, ZNF140 and HSF2 activities were mostly upregulated in NACT-induced cancer cell subsets, indicating that these may be potential therapeutic targets for cancer recurrence.

### Cisplatin therapy induces an immunosuppressive microenvironment

We speculate whether prostaglandins were linked to immunosuppressive features upon NACT. To test this hypothesis, we performed scRNA-seq using the ID8 intraperitoneal injection model. After rigorous quality control, we obtained 60,744 high-quality cells from four groups (C/P/CT/PT and control/cisplatin/control metastasis/cisplatin metastasis), including peritoneal irrigation fluid and metastasis with or without cisplatin therapy. Uniform manifold approximation and projection (UMAP) plots further partitioned the 19 clusters, including B cells (*Ms4a1*, and *Cd79a, Cd19*), T cells (*Trbc2*, *Trac*, and *Cd3g*), myeloid cells (*Itgam, Lyz2, Csf1r, Itgax, S100a8*, and *S100a9*), tumour cells (*Igfbp5*, *Igfbp6*, and *Sparc*), and epithelial cells (*Epcam*) (Figs. 4A, B and S6A, B). As expected, cisplatin decreased the proportion of tumour cells but increased the proportion of total T cells, effector T cells and MDSCs (Figs. 4C–E and S6C, D). Surprisingly, B cells were the most abundant immune cells in the metastatic group, comprising > 50% of the immune compartment (Fig. S6D). The strength of communication among MC_1 (macrophages), DC (dendritic cells), and eff_T (effector T cells), or among DC, MC, and tumour cells (Tumour _1, Tumour _2) was markedly reduced following cisplatin therapy (Fig. 4F). Conversely, the strength of communication among MDSC, DC, and eff_T cells was induced after cisplatin therapy (Fig. 4F). Similarly, pseudo-time analysis demonstrated that cisplatin completely promoted MDSC differentiation, whereas macrophage and MDSC differentiation occurred only in the control group (Fig. S6E, F). Next, we examined the expression of prostaglandin family members and found that Ptgs1/2 and Ptges1/2 were highly expressed in both MDSC and tumour cells, which is consistent with the above findings (Fig. 4G).

**Fig. 4:**
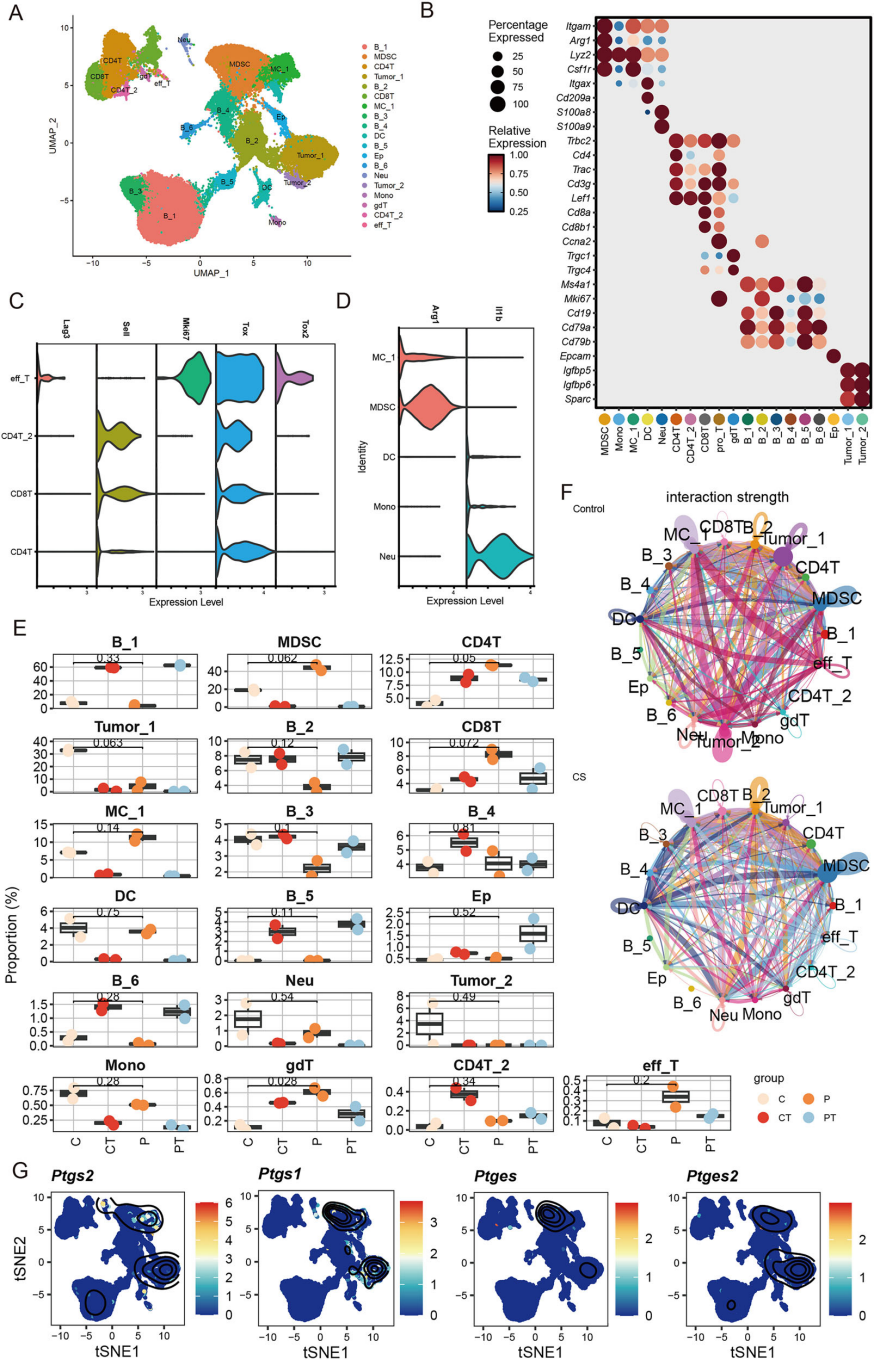
Single-cell transcriptomic profiling of immune cells reveals dynamic remodelling and suppressive signalling post-chemotherapy. **A** Uniform manifold approximation and projection (UMAP) embedding of single-cell transcriptomes from immune cells with clusters annotated by cell type (e.g. CD4^+^ T-cells, myeloid-derived suppressor cells [MDSCs], and B cells). **B** Dot plot showing the expression of key immune-related genes across the immune subtypes. Dot size indicates the percentage of cells expressing each gene; the colour scale shows the relative expression. Violin plots showing the expression of marker genes across T cells (**C**) and myeloid cell subsets (**D**). **E** Boxplots comparing the proportions of immune cell clusters across the four groups. **F** Cell–cell interaction networks inferred for the control and chemotherapy-treated groups. The edge thickness represents the strength of the interaction. Notable rewiring was observed in the MDSC–T-cell and tumour-B cell interactions. **G** tSNE expression density plots for *Ptgs2*, *Ptgs1*, *Ptges*, and *Ptges2*, indicating that prostaglandin signalling was mainly enriched in myeloid and tumour cells.

### Cisplatin promotes *PTGES* transcription dependent on NF-*κ*B pathway

To elucidate the causal relationship among cisplatin treatment, PGE2 production, and anti-tumour immune dysfunction, we firstly quantified PGE2 secretion in an ID8 intraperitoneally-injected mouse model. Notably, increased PGE2 production preceded the upregulation of exhausted CD8^+^T and MDSCs (Fig. 5A–C). Genetic ablation of *Ptges*, neutralisation of PGE2 using an anti-PGE2 antibody, or pharmacological inhibition of prostaglandin E synthase (PGES) with crisdesalazine (CRI) partially rescued cisplatin-induced impairments in CTL cytotoxicity and proliferation, as well as MDSC differentiation (Fig. 5D–K). To further explore the molecular mechanism, we analysed transcription factor activity in tumour cells using scRNA-seq and identified significant upregulation of Hey2, En1, and Rela (Fig. 6A). Transcription factor activation profiling further revealed a marked increase in the promoter-binding activity of Rela (Fig. 6B). Flow cytometric analysis revealed that inhibition of Rela—but not Irf5 or Arnt—significantly attenuated cisplatin-induced *Ptges* expression (Fig. 6C). Dual-luciferase reporter assays identified critical RELA-responsive elements within the −1000 to −750 bp region of the Ptges promoter (Fig. 6D). Consistently, chromatin immunoprecipitation followed by quantitative PCR confirmed significant enrichment of Rela at this promoter region (Fig. 6E). To validate the functional relevance of these elements, site-directed mutagenesis targeting the predicted Rela-binding motifs (based on Animal TFBDs predictions) was performed, which completely abolished Rela-mediated transcriptional activation of the *Ptges* promoter (Fig. 6F). Finally, immunoblot analysis showed that cisplatin treatment markedly enhanced Rela phosphorylation and Ptges protein expression, both of which were effectively suppressed by the Rela inhibitor SC75741 (Fig. 6G).

**Fig. 5:**
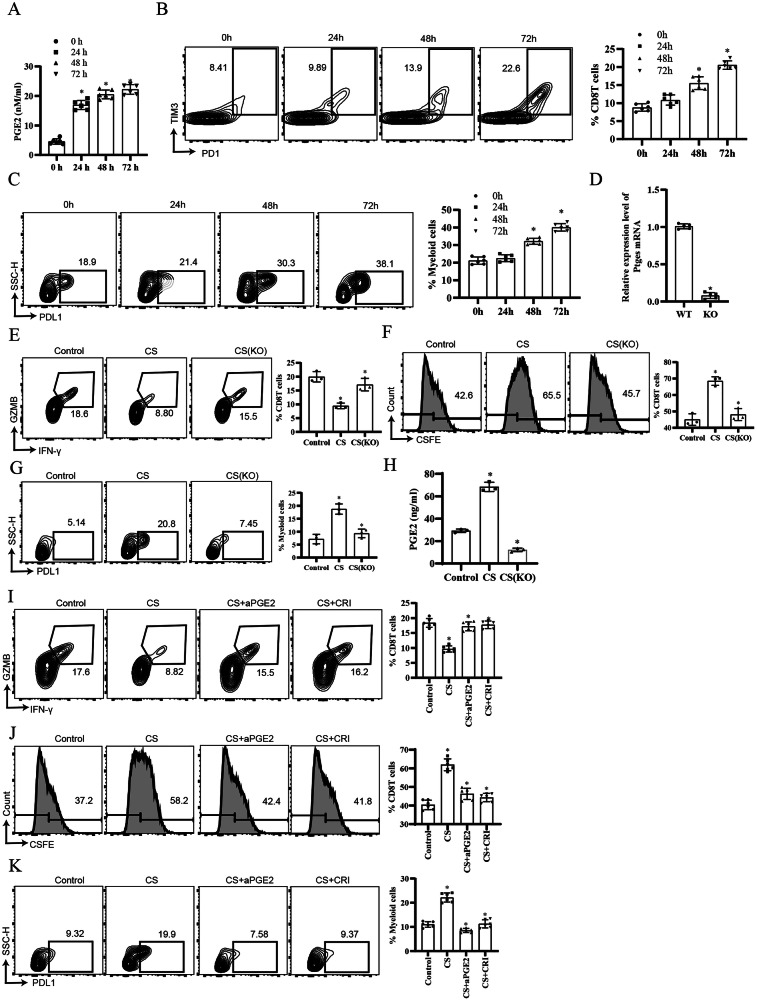
Cisplatin-induced PGE2 (prostaglandin E2) secretion promotes anti-tumour immune dysfunction. **A**–**C** Female mice were intraperitoneally injected with ID8 (stably expressing the luciferase gene promoter) cells for 2 weeks, followed by cisplatin treatment. ELISA (enzyme-linked immunosorbent assay) analysis of prostaglandin E2 levels in peritoneal irrigation fluid (**A**) at the indicated time points. Flow cytometric analysis of PD1^+^TIM3^+^CD8^+^T cells (**B**) and PD-L1^+^ myeloid cells (**C**) in tumours (*n* = 6, *p* < 0.05). **D**–**H** Wild-type (WT) or *Ptges* knockout (KO) ID8 cells were co-cultured with activated CD8^+^T cells or monocytes. *Ptges* mRNA in WT and KO ID8 cells was detected using QRT-PCR (Quantitative Real-time polymerase chain reaction) (**D**). Flow cytometric analysis of GZMB^+^IFN-γ^+^CD8^+^T (**E**) CSFE^+^CD8^+^T cells (**F**) and PD-L1^+^ myeloid cells (**G**). The prostaglandin E2 levels in the supernatant were detected by ELISA (**H**) (*n* = 3, *p* < 0.05). **I**–**K** ID8 cells treated with anti-PGE2 antibody (αPGE2) or CRI (crisdesalazine) were co-cultured with activated CD8^+^T cells or monocytes. Flow cytometric analysis of GZMB^+^IFN-γ^+^CD8^+^T (**I**), CSFE^+^CD8^+^T cells (**J**) and PD-L1^+^ myeloid cells (**K**) (*n* = 6, *p* < 0.05).

**Fig. 6:**
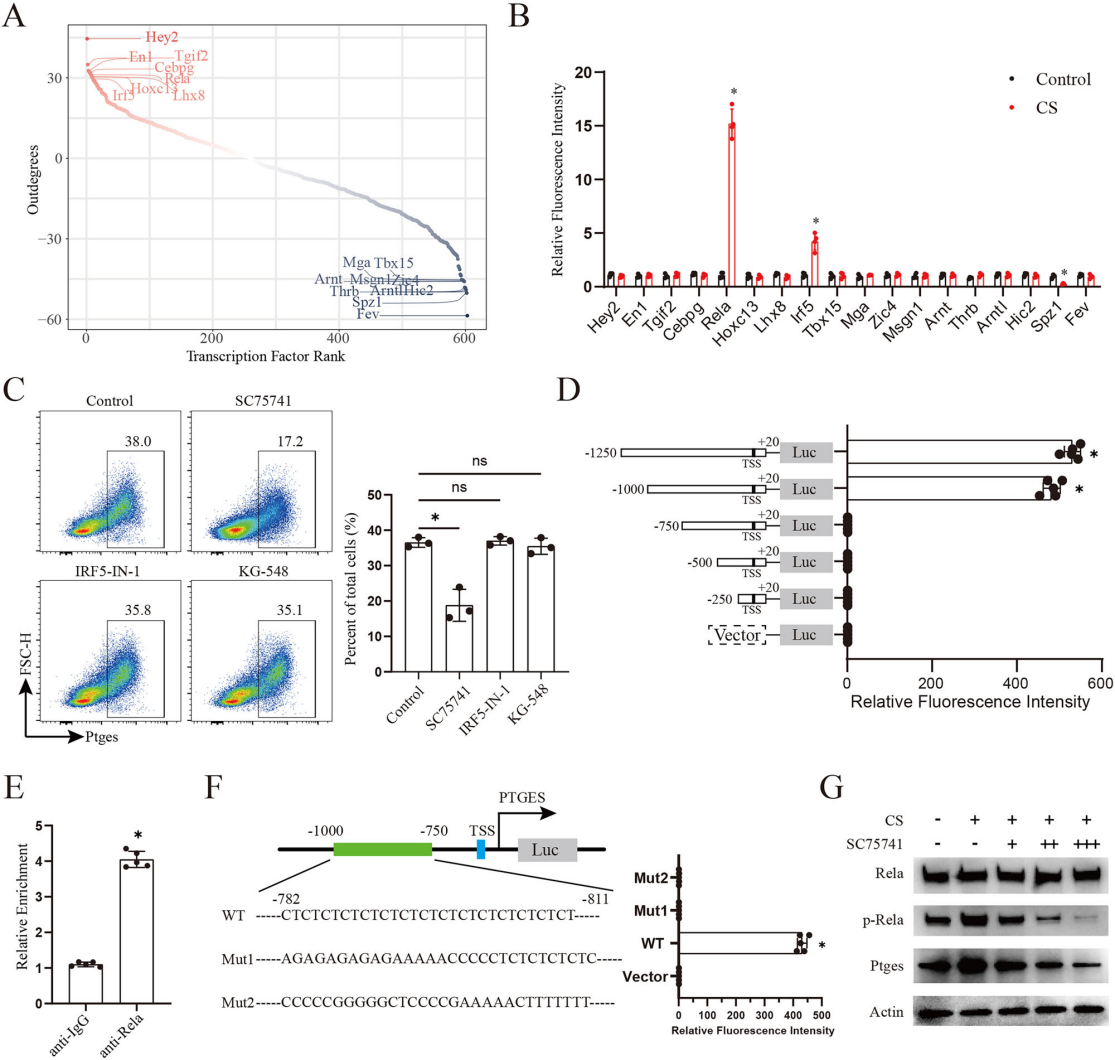
Cisplatin promotes PTGES transcription through RELA-dependent transcriptional activation. **A** SCORPION (Single-Cell Oriented Reconstruction of PANDA Individually Optimized Gene Regulatory Networks) analysis of single-cell RNA-seq data from ovarian cancer samples before and after cisplatin treatment to infer changes in transcription factor activity in tumour cells. Transcription factors are ranked according to differential activity, with the most significantly altered factors highlighted. **B** Transcription factor activation profiling of candidate transcription factors binding to the Ptges promoter in ID8 cells following 24 h cisplatin treatment (10 μM) (*n* = 3, *p* < 0.05). **C** ID8 cells were treated with inhibitors targeting Rela, Irf5, or Arnt, and PTGES expression was analysed by flow cytometry (*n* = 3, *p* < 0.05). **D** Dual-luciferase reporter assays using serially truncated *Ptges* promoter constructs were performed to determine Rela-mediated transcriptional activation (*n* = 5, *p* < 0.05). **E** ChIP–qPCR analysis confirming RELA enrichment at the −1000 to −750 bp region of the *Ptges* promoter identified in (**D**) (*n* = 5, *p* < 0.05). **F** Site-directed mutagenesis of predicted RELA-binding motifs within the *Ptges* promoter (based on Animal TFBDs predictions), followed by dual-luciferase reporter assays to evaluate the requirement of these motifs for RELA-dependent transcriptional activation (*n* = 5, *p* < 0.05). **G** ID8 cells were treated with cisplatin (10 μM) and/or the RELA inhibitor SC75741 (5 μM, 10 μM, 20 μM) for 24 h, and the protein levels of Rela, phosphorylated Rela (p-Rela) and PTGES were detected by immunoblotting.

### Inhibition of prostaglandin E synthase boosts antitumour immunity under cisplatin treatment

To investigate the role of prostaglandins in cisplatin-induced immunosuppressive microenvironment formation, we used CRI or αPGE2 in an ID8 intraperitoneal injection mouse model. Notably, the combined application of cisplatin and CRI or αPGE2 delayed tumour progression, metastasis, and prostaglandin secretion compared with cisplatin monotherapy (Figs. 7A–C and S7C, D). Immune cell infiltration analysis based on peritoneal irrigation fluid indicated that CRI or αPGE2 reversed cisplatin-induced MDSC (PDL1^+^CD11b^+^ or PDL1^+^Ly6C^+^) infiltration and rescued cisplatin-induced CD8^+^T exhaustion, differentiation (PD1^+^TIM3^+^CD8T), and stemness (ly108^+^TIM3^+^CD8T) impairment (Figs. 7D, E and S7E–G, gating strategies in Fig. S7A, B). However, a combination therapy plan including cisplatin and paclitaxel (C+T) has always been chosen for NACT. We also tested another PGES inhibitor (AGU654) using this therapeutic mouse model. Consistent with cisplatin monotherapy, AGU654 facilitated C+T-induced inhibition of tumour progression (Fig. S7H, I), decreased prostaglandin secretion, and reduced MDSCs and exhausted CD8^+^T infiltration (Fig. S7J–L). These results suggest that prostaglandins mediate the formation of an immunosuppressive microenvironment during NACT.

**Fig. 7:**
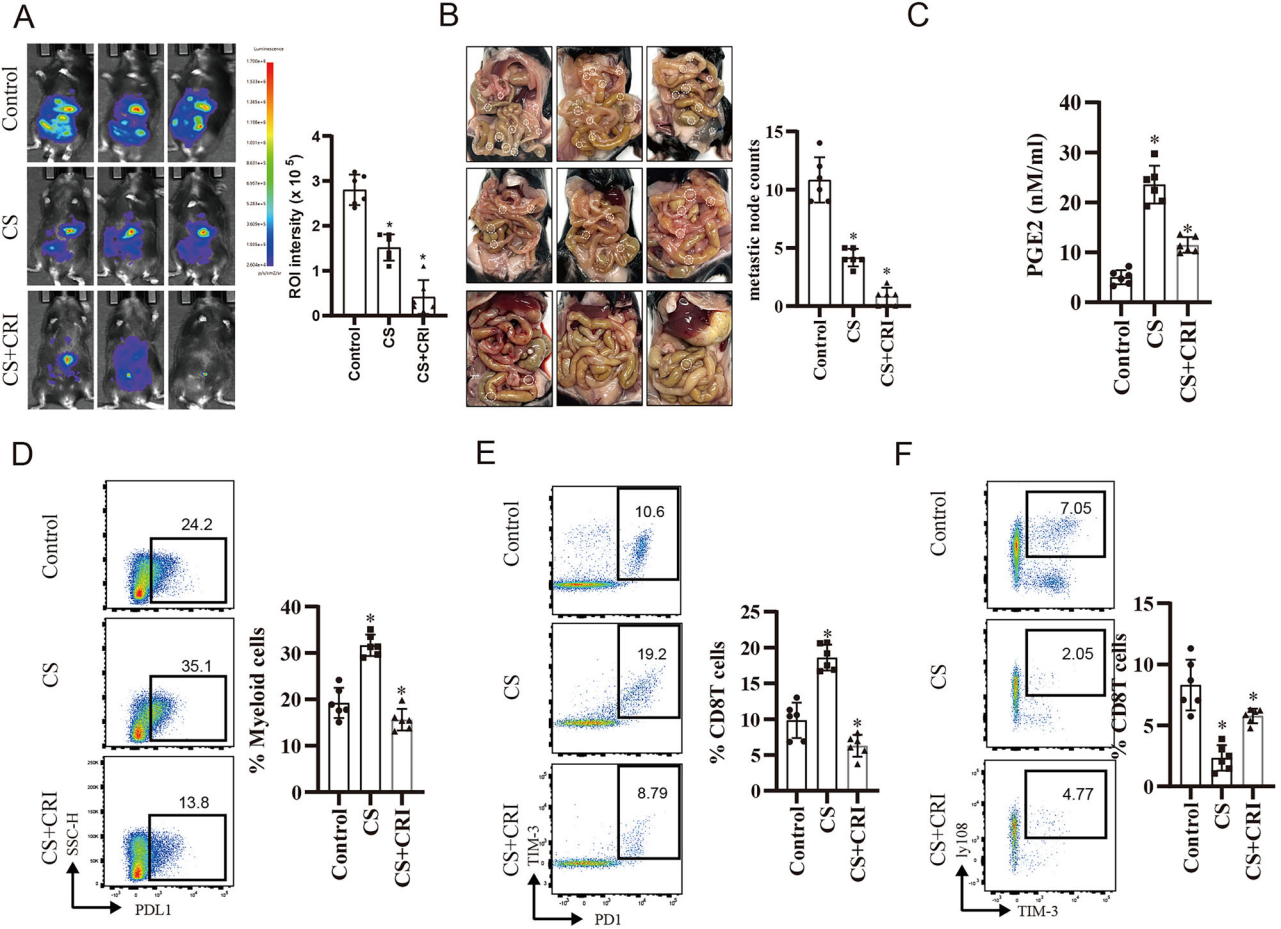
Combined chemotherapy and PGES (prostaglandin E synthase) inhibition reduces tumour burden and reverses immunosuppression. **A**, **B** Female mice were intraperitoneally-injected with luc-ID8 (stably expressing the luciferase gene promoter) cells for 2 weeks. Subsequently, cisplatin or cisplatin plus CRI (crisdesalazine) was administered twice per week. In vivo imaging was performed on 4th week. The right panel shows the results. The representative pictures are shown (**A**) (*p* < 0.05). Representative images of metastatic nodules in the peritoneal cavity from each treatment group, with bar graph quantifying the number of visible metastases. Combination treatment further reduced the metastatic spread (*n* = 6, *p* < 0.05). **C** PGE2 concentrations in tumour supernatants, as determined by ELISA. CS treatment increased PGE2 production, which was significantly reduced by CRI treatment (*n* = 6, *p* < 0.05). **D** Flow cytometric analysis of PD-L1^+^ myeloid cells in tumours. CS treatment increased the proportion of immunosuppressive PD-L1^+^ myeloid cells, which was normalised by CS + CRI therapy (*n* = 6, *p* < 0.05). **E** Exhausted CD8+ T cells were significantly increased in the CS group but were partially restored following CRI treatment (*n* = 6, *p* < 0.05). **F** The stemness of CD8+ T cells was significantly decreased in the CS group but was partially restored following CRI treatment (*n* = 6, *p* < 0.05).

## Discussion

Advanced ovarian cancer remains a major therapeutic challenge owing to high relapse rates and the development of platinum resistance. This study aimed to clarify how NACT remodels the TIME and whether prostaglandin inhibition mitigates NACT-induced immunosuppression. Our data show that NACT induces a transient pro-inflammatory shift in the tumour microenvironment, followed by prostaglandin-mediated immunosuppression. Specifically, we observed (i) transcriptional remodelling of the tumour and stromal compartments, (ii) increased MDSC infiltration and CD8^+^ T-cell exhaustion post-NACT, and (iii) reversal of these effects upon PGES inhibition in preclinical models. To our knowledge, this is the first study to demonstrate, using integrated single-cell transcriptomics and functional assays, that NACT-induced prostaglandin production by both tumour cells and MDSCs contributes directly to CD8^+^ T-cell exhaustion and an immunosuppressive microenvironment in ovarian cancer.

NACT has become a cornerstone in the management of advanced ovarian cancer, particularly in patients deemed unsuitable for primary cytoreductive surgery. Beyond its role in reducing the tumour burden and facilitating surgical resection, emerging evidence highlights its profound impact on reshaping the tumour immune microenvironment (TIME), which may influence therapeutic outcomes and resistance mechanisms. For example, NACT may transiently enhance immunogenicity by exposing tumour antigens, but concurrently upregulate immune checkpoints (e.g. PD-1/PD-L1) [24]. Importantly, our study demonstrates that cisplatin-induced prostaglandin upregulation contributes to the infiltration of PD-L1⁺ MDSCs. We therefore propose that combining cisplatin with prostaglandin inhibition may enhance the efficacy of immune checkpoint blockade, a hypothesis that warrants further investigation. Furthermore, NACT remodels the ovarian cancer TIME through complex interactions involving T-cell exhaustion, macrophage polarisation, and metabolic adaptation. Although these changes may initially enhance the treatment efficacy, residual immunosuppressive networks often drive relapse [25]. The heterogeneity of the TIME post-NACT necessitates personalised approaches. For instance, hyperthermic intraperitoneal chemotherapy (HIPEC) during cytoreduction surgery may augment local immune activation in selected patients. Moreover, integrating single-cell transcriptomic profiling (e.g. to identify IFN-responsive T cells or RTM-like macrophages) could help stratify patients for immunotherapy or PARP inhibitor maintenance. Clinical trials exploring NACT combined with immune checkpoint inhibitors or eTreg-targeted therapies (e.g. CCR8 blockade) are warranted to exploit these mechanistic insights [26, 27].

Single-cell analyses revealed that ovarian cancer ascites, a common feature of advanced disease, serve as a reservoir for memory T cells (Tcm/Tem) that infiltrate primary and metastatic tumours. These cells exhibit TCR clonotypes shared with terminally exhausted T cells (Tex) in tumour tissues, suggesting a dynamic replenishment mechanism. After NACT, ascites-derived CD8^+^GZMK^+^ Tem cells may migrate to the tumour sites and transition into Tex cells, thereby perpetuating immune dysfunction [28]. Consistent with this phenomenon, the frequency of exhausted CD8^+^T cells increased prominently following cisplatin treatment in the mouse model. In contrast, TAMs and MDSCs were critically remodelled by NACT. M2-polarised macrophages promote cisplatin resistance [29]. By regulating adenosine synthesis, CD39^+^MDSCs facilitate cisplatin resistance in ovarian cancer cells [30]. Flow cytometry analysis also revealed that cisplatin administration promoted MDSCs formation, which is necessary for CD8^+^ T-cell exhaustion differentiation. Subsequently, in vivo and in vitro experiments suggested that prostaglandin inhibition boosts cytotoxic T lymphocyte (CTL) cytotoxicity and partially rescues the suppressive microenvironment in cisplatin-stimulated ovarian cancers. However, prostaglandin-mediated immune suppression may also contribute to patient relapse.

This study had some limitations. First, the interaction networks between tumour cells and multiple immune cells under NACT should be further demonstrated by in vitro experiments using patient-derived organoids. Second, the frequency of CD4T cells also increased in the cisplatin group. As important helpers, CD4T cells bridge the antigen presentation system and CTLs; this unexpected phenomenon warrants further investigation. Third, the ID8 syngeneic model employed in this study does not fully recapitulate the biological complexity of human high-grade serous ovarian cancer (HGSOC). Patient-derived xenografts (PDXs) or other genetically engineered models will be required to validate and extend our findings. This study integrated scRNA-seq analysis with mouse models to identify prostaglandin-mediated immunosuppression following NACT. Targeting prostaglandins alleviates MDSC-mediated inhibition of antitumour immunity, thereby strengthening the efficacy of cisplatin or cisplatin/paclitaxel therapy, which may provide a novel therapeutic strategy for treating ovarian cancer recurrence.

## Methods

### Cell culture

Mouse spleen-derived primary T cells were isolated from C57BL/6 mice (6–8 weeks old) using the Pan T-Cell Isolation Kit II (#130-095-130, Miltenyi Biotec., Germany), and seeded in complete medium including ALyS505N-0 medium (#1020P10, Baso, China), 10 ng/mL IL-2 (#212-12-20UG, ThermoFisher, USA), and 10% FBS (#A5669701, Gibco, USA) in a humidified 5% CO_2_ atmosphere at 37 °C. Before co-culture with ID8 cells, T cells were pre-activated with anti-CD3/28 magnetic beads (1:2000 dilution, #11456D, ThermoFisher, USA) for 72 h. The mouse ovarian cancer cell line ID8 was cultured in DMEM (#11965118, Gibco, USA) supplemented with 10% FBS at 37 °C under 5% CO_2_. Mouse bone marrow-derived monocytes were isolated from C57BL/6 mice (6–8 weeks old) and seeded in complete medium, including RPMI 1640 medium (#12633020, Gibco, USA) and 10% FBS, in a humidified 5% CO_2_ atmosphere at 37 °C.

### RNA-sequence and data analysis

Following co-culture with ID8 cells, monocytes and T cells were collected. Total RNA was extracted using the TRIzol reagent (#15596018CN, Invitrogen, USA). RNA-seq was performed using the HiSeq 6000 system (Illumina, USA) at Novogene (Beijing, China). Raw sequencing data (FASTQ format) were subjected to quality control analysis. Low-quality reads, adaptor-containing reads, and reads containing more than 10% unknown nucleotides were removed. Clean reads were used for all downstream analyses after calculating the quality metrics. We employed LifeScope v2.5.1 to align the reads to the genome, generate raw counts corresponding to each known gene, and calculate both raw counts and reads per kilobase per million. Differential expression analysis (between two experimental conditions, including biological replicates) was performed using DESeq2 (v1.20.0) based on an adjusted *p* value < 0.05 and fold change ≥2 (significant gene standard).

### MiloR analysis

Based on a cell–cell similarity structure, Milo leverages the flexibility of generalised linear models, thereby accounting for disturbances, including complex experimental designs (such as the inclusion of nuisance and technical covariates) and batch effects across different samples. Moreover, by modelling cell states as overlapping neighbourhoods, miloR analysis aims to accurately pinpoint perturbed cellular states, enabling the exploration of underlying molecular programmes. MiloR analysis was performed as described previously (https://github.com/MarioniLab/miloR). Briefly, the count matrix extracted from scRNA-seq was refined and sampled to capture the continuous trajectories. Differential abundance testing was performed by assigning cells to partially overlapping neighbourhoods using the k-nearest neighbour graph method. This analysis identifies perturbations obscured by the distribution of cells into clusters. The main parameters used were as follows: (1) buildGraph (k = 30, d = 20), (2) makeNhoods (prop = 0.2, k = 30, d = 20, refined = TRUE), and calcNhoodDistance (d = 20).

### Generalised binary covariance decomposition analysis

Strong intratumor heterogeneity obscures the subtle patterns shared across tumours. Generalised binary covariance decomposition (GBCD) is used to decompose transcriptional heterogeneity into interpretable components, including cell-type- and sample-specific components relevant to disease subtypes. GBCD analysis was performed as previously described (https://github.com/stephenslab/gbcd). In this study, we used GBCD to refine the characterisation of gene expression programmes relevant to NACT. The main parameters used were as follows: (1) Kmax = 12; (2) maxtier1 = 100; (3) maxtier2 = 50; (4) maxiter3 = 50; (5) prior_family = ‘generalised _binary’; and (6) scale = 0.04.

### Cellchat analysis

Based on a manually curated database of literature-supported ligand-receptor interactions, CellChat was used to infer cell–cell communication and ligand-receptor interactions across different treatments or samples. CellChat analysis was performed as previously described (https://github.com/sqjin/CellChat). Briefly, the inferred cell–cell communication networks among non-parenchymal cells in the naïve and NACT groups were quantitatively characterised and compared by combining pattern recognition, manifold learning, and social network analysis approaches. The main parameters were as follows: (1) subsetDB (search = ‘Secreted Signalling’) and (2) filterCommunication (min.cells = 10).

### Single-cell Interpretable Tensor Decomposition analysis

Single-cell Interpretable Tensor Decomposition (scITD) aims to identify common axes of inter-individual variation by considering joint expression variation across multiple cell types, based on the premise that higher-level biological processes involve the interactions of multiple cell types across heterogeneous samples. scITD analysis was performed as previously described (https://github.com/kharchenkolab/scITD). In this study, we aimed to detect the joint patterns of coordinated action among macrophages, T cells, and CAF-3 cells. The main parameters used were as follows: (1) param_list<-initialise _params (ncores = 30, rand_seed = 10); (2) form_tensor (donor_min_cells = 5, norm_method = ‘trim’, scale_factor = 5000, vargenes_method = ‘norm_var_pvals’, vargenes_thresh = 0.1, scale_var = TRUE, var_scale_power = 2); get_all_lds_factor_plots (use_sig_only = TRUE, nonsig_to_zero = TRUE, sig_thresh = 0.02, display_genes = FALSE, gene_callouts = TRUE,callout_n_gene_per_ctype = 3, show_var_explained = TRUE).

### Hd-WGCNA analysis

High-dimensional weighted gene co-expression network analysis (hd-WGCNA) was performed to identify context-specific co-expression networks across different cell types or treatments by identifying modules of highly co-expressed genes. High-dimensional weighted gene co-expression network analysis (hd-WGCNA) was performed as described previously (https://github.com/smorabit/hdWGCNA). Ovarian cancer cell subsets were extracted from scRNA-seq data and used to construct co-expression networks across cellular and spatial hierarchies. Modules of highly co-expressed genes were identified by statistical testing and subsequent transcription factor activity analysis. The main parameters were as follows: (1) SetupForWGCNA (gene_select = ‘fraction’, fraction = 0.05); (2) MetacellsByGroups (k = 25, max_shared = 20); (3) ConstructNetwork (power = 10); (4) TFBSTools::getMatrixSet (x = JASPAR2020, opts = list (collection = ‘CORE’, tax_group = ‘vertebrates’, all_versions = FALSE)). (5) AssignTFRegulons (strategy = ‘A’, reg_thresh = 0.01, n_tfs = 10).

### Flow cytometry

Peritoneal irrigation fluid was isolated from the mice and prepared as a single-cell suspension for analysis. Cultured monocytes or T cells were collected and washed with phosphate-buffered saline (PBS) before preparing single-cell suspensions. After centrifugation, the cells were incubated with Fc receptor blocking solution (cat# 553141; BD, USA), collected, and stained with fluorochrome-conjugated antibodies for 30 min at 4 °C in the dark. Finally, the cells were washed and analysed using a BD FACSCanto II flow cytometer (BD Biosciences). Data were analysed using FlowJo X software (TreeStar, USA). The antibodies used were as follows: FVS780 (cat#565388, BD, USA), V450 anti-CD45 (cat#75-0451-U100, clone 30-F11, Tonbo, USA), PE anti-F4/80 (cat#111603, clone W20065B, BioLegend, USA), BV510 anti-CD3e (cat#100233, clone 17A2, BioLegend, USA), Percp5.5 anti-CD8a (cat#65-0081-U100, clone 53-6.7, Tonbo, USA), FITC anti-PDL1 (clone 10F.9G2, Elabscience), PE-cy7 anti-PD1 (cat#109110, clone RMP1-30, BioLegend, USA), PE-cy7 anti-Ly6C (cat#128017, clone HK1.4, BioLegend, USA), FITC anti-CD44 (cat#156007, clone NIM-R8, BioLegend, USA), APC anti-CD62L (cat#161217, clone W18021D, BioLegend, USA), PE anti-TIM3 (#50-5870-U100, Tonbo), APC anti-ly108 (cat#134609, BioLegend, USA). All experiments were performed in triplicate.

### SCORPION analysis

SCORPION analysis was performed to infer transcription factor (TF) activity and regulatory network remodelling from scRNA-seq data. Raw count matrices were extracted from the RNA assay of Seurat objects and filtered to retain genes expressed in more than 10% of cells. Analyses were restricted to tumour cells, which were grouped according to treatment conditions. TF regulatory networks were inferred using the scorpion() function with mouse TF–motif annotations (mmTF) and a curated Mouse protein–protein interaction network (mmPPI). TF activity was quantified based on TF-target regulatory edge weights rather than TF expression levels, yielding a TF-by-gene regulatory matrix (regNet) for each sample. To ensure comparability across datasets, regulatory networks were harmonised by unifying TF and target gene sets across all samples, with missing TF-target pairs padded with zeros. Differential TF activity and TF-target edge weights between Responder and Nonresponder groups were evaluated using a generalised linear model-based framework, followed by F-tests and Benjamini-Hochberg correction for multiple hypothesis testing. TFs were ranked by the absolute sum of their regulatory weights (outdegrees), and statistical significance was defined at a false discovery rate (FDR) < 0.05. SCORPION analysis was conducted according to the original workflow as described in the published study (https://github.com/kuijjerlab/SCORPION), using default parameters.

### Transcription factor (TF) activation profiling

ID8 cells were collected following cisplatin treatment, and nuclear proteins were extracted. TF activation profiling was performed according to the manufacturer’s instructions (#FA-1016, Signosis, USA). Briefly, TF probes were incubated with nuclear extracts and/or promoter sequences, followed by separation of free and bound probes. The bound probes were subsequently eluted and hybridised, and fluorescence signals were detected using a chemiluminescence analyser.

### Dual-luciferase reporter assay

Dual-luciferase reporter assays were performed to assess Rela-mediated transcriptional regulation of the *Ptges* promoter. Briefly, genomic fragments of the mouse Ptges promoter with varying lengths were amplified by PCR and cloned into the pGL3-basic luciferase reporter vector. For promoter truncation analyses, a series of constructs encompassing defined regions upstream of the transcription start site were generated as indicated. Site-directed mutagenesis of the predicted Rela-binding motifs within the *Ptges* promoter was carried out using a PCR-based mutagenesis strategy, and all constructs were sequence-verified. ID8 cells were seeded into 96-well plates and transfected at approximately 70–80% confluency using Lipofectamine 3000 (Thermo Fisher Scientific, #L3000150, USA) according to the manufacturer’s instructions. Each well was co-transfected with 500 ng of *Ptges* promoter–driven firefly luciferase reporter plasmid and 20 ng of Renilla luciferase plasmid as an internal control. Where indicated, Rela expression plasmids or the corresponding empty vectors were co-transfected. Forty-eight hours after transfection, cells were lysed, and luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega, #E1910, USA) on a luminometer. Firefly luciferase activity was normalised to Renilla luciferase activity to control for transfection efficiency, and relative luciferase activity was calculated by normalisation to the corresponding control group.

### Chromatin Immunoprecipitation-quantitative Polymerase Chain Reaction (ChIP-qPCR)

Chromatin immunoprecipitation followed by quantitative PCR (ChIP–qPCR) was performed to assess Rela binding to the *Ptges* promoter. Briefly, ID8 cells were treated as indicated and cross-linked with 1% formaldehyde at room temperature for 10 min. Cross-linking was quenched by the addition of 125 mM glycine for 5 min. Cells were subsequently washed with cold PBS and harvested for chromatin preparation. Cell pellets were lysed, and chromatin was sonicated to generate DNA fragments with an average size of approximately 200–500 bp. After clarification by centrifugation, equal amounts of chromatin were incubated overnight at 4 °C with an anti-RELA antibody or normal IgG as a negative control, followed by incubation with protein A/G magnetic beads. Immunoprecipitated chromatin was sequentially washed, eluted from the beads, and reverse cross-linked at 65 °C overnight. DNA was purified using a PCR purification kit (Qiagen, #1020P10, Germany) and subjected to quantitative PCR analysis using SYBR Green Master Mix. Primers were designed to amplify the −1000 to −750 bp region of the *Ptges* promoter. ChIP–qPCR signals were calculated as the percentage of input DNA and are presented as fold enrichment relative to the IgG control. The primer sequences were as follows: forward, 5′-ATGGTGTGTGTGTGTGTGTGT-3′; reverse, 5′-AAGAACAGTAATCAGGCCAAA-3′.

### scRNA-seq analysis

Female mice (6–8 weeks old) were intraperitoneally-injected with ID8 cells. Two weeks later, cisplatin was administered twice weekly to the chemotherapy (CS) group. For another 4 weeks, peritoneal irrigation fluid and metastatic nodes in the mesentery, omentum, and peritoneum were collected as primary and metastatic tumour samples, respectively. After washing twice with PBS, single-cell suspensions (1 × 10^5^ cells/mL) were prepared, and sequencing was performed using an Illumina NovaSeq 6000 (at least 100,000 reads per cell). The raw data and generated gene count data were analysed using the Cell Ranger v3.0.2 pipeline. Low-quality cells (empty droplets, multiplets, and cells with <200 or >6000 expressed genes) were excluded. The R package Seurat (v4.0.4, http://satijalab.org/seurat/) was used for quality control, and all subsequent analyses were based on a gene-barcode matrix containing barcoded cells and gene expression counts.

### Animal experiments

Female C57BL/6 mice (6–8 weeks old) were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). The mice were intraperitoneally-injected with Luc-ID8 cells. Two weeks later, cisplatin (2.5 mg/kg) or cisplatin (2.5 mg/kg)/Taxol (10 mg/kg) were injected intraperitoneally twice a week. Crisdesalazine or AGU654 was intraperitoneally injected at a dose of 3.3 mg/kg or 10 mg/kg twice per week starting at 2 days post cisplatin treatment. Inhalation anaesthetics were administered with 5% isoflurane in 100% oxygen at a constant flow rate of 1.0 L/min (lasting for 5 min) in an induction chamber. Mice were euthanized by carbon dioxide (CO₂) asphyxiation followed by cervical dislocation to ensure death. Peritoneal irrigation fluid was isolated for another 2 weeks and used for subsequent flow cytometric analyses. Randomisation was applied when the mice were intraperitoneally-injected with Luc-ID8 cells or other reagents. When mice were sacrificed for subsequent flow cytometric analysis, randomisation was also applied in assuring the mouse order. No blinding experiments were involved in this study due to the authors’ perceived low likelihood of bias in final readouts. A sample size of six mice per group was used in the animal experiments.

### Statistical analysis

All the experiments about the molecular and cellular studies were repeated in triplicate. For the animal experiments, a sample size of six mice per group was used. Data were presented as mean ± s.d., and were analysed using GraphPad Prism software (version 8.0). An unpaired two-tailed Student’s t-test was used to compare the two groups. One-way ANOVA without adjustments was used to compare multiple groups. *P* < 0.05 was considered statistically significant.

## Supplementary information

Table_S1

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Supplementary Data

Uncropped western blots

## Data Availability

Raw RNA-seq and scRNA-seq data were deposited in the NCBI under accession numbers GSE302946/GSE302947 and GSE303696, respectively.

# Supplementary material for: Dynamic changes of the immune microenvironment in ovarian cancer following neoadjuvant chemotherapy
**Source:** Cell Death Discov. 2026 Mar 23;12:130. doi: 10.1038/s41420-026-03070-6
**Supplement:** Supplementary file 9 — Supplementary Data

Supplemental table: Data S1: Patient clinical information.

Supplemental figures:

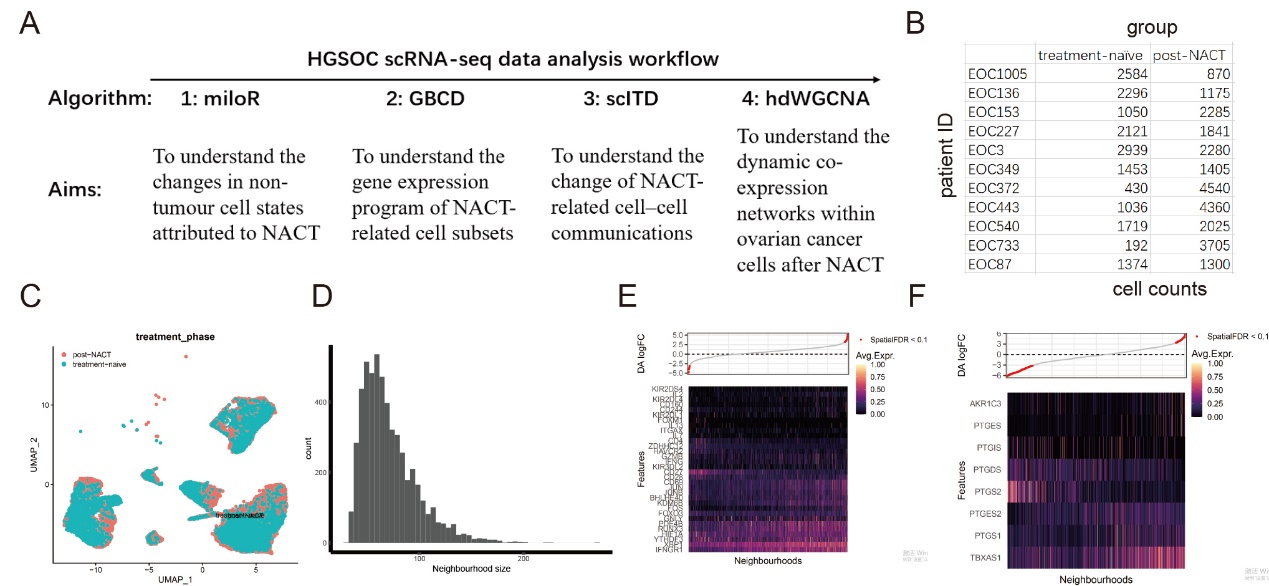

**Figure-S1 MiloR analysis of NACT-related cell subsets and differential genes across pre- and post-treatment.**

A ScRNA-seq data analysis workflow.

B Patient level metadata of the human scRNA-seq dataset (GSE165897).

C Uniform manifold approximation and projection (UMAP) embedding of transcriptomic data across treatment-naïve and post-NACT tumour sections, coloured according to the treatment phase.

D Histogram showing the distribution of neighbourhood sizes.

E Differential abundance (DA) analysis heatmap highlighting the increased expression of NK-related cytotoxic genes (e.g. KIR2DS4 and GZMB) in post-NACT neighbourhoods.

F DA heatmap showing increased expression of prostaglandin pathway genes ( PTGES, PTGDS, and TBXAS1) in post-NACT neighbourhoods.

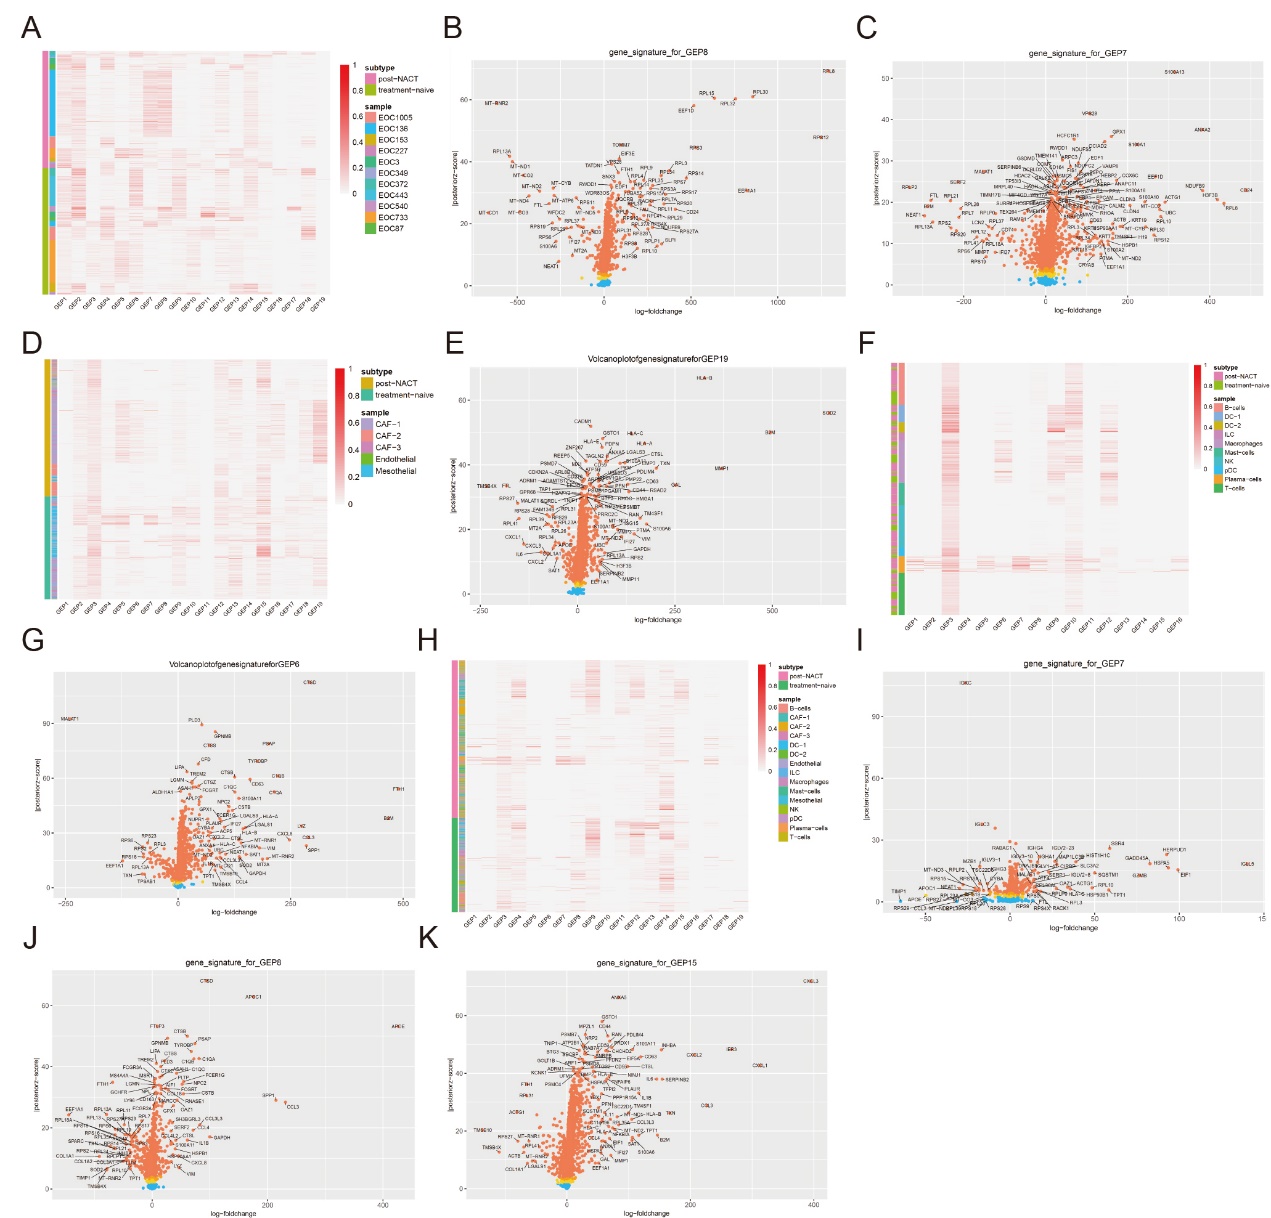

**Figure-S2 Generalised binary covariance decomposition (GBCD) analysis reveals neoadjuvant chemotherapy (NACT)-associated transcriptional changes across cell types in the tumour microenvironment.**

A Cell membership in the 19 gene expression programs (GEPs) estimated by GBCD in the tumour cell subset. Membership values were rescaled separately for each GEP, such that the maximum membership in each GEP was always one.

B-C Volcano plot of differentially expressed genes contributing to the GEP8 (B) or GEP7 (C) signature, highlighting genes significantly upregulated or downregulated after NACT.

D Cell memberships in 19 GEPs estimated by GBCD in the stromal cell subset.

E Volcano plot of differentially expressed genes contributing to the GEP19 signature, highlighting genes significantly upregulated or downregulated after NACT.

F Cell memberships in 19 GEPs estimated by GBCD in the immune cell subset.

G Volcano plot of differentially expressed genes contributing to the GEP6 signature, highlighting genes significantly upregulated or downregulated after NACT.

H Cell membership in the 19 GEPs estimated using GBCD in the non-tumour cell subset.

I-K Volcano plot of differentially expressed genes contributing to the GEP7 (I), GEP8 (J) or GEP15 (K) signature, highlighting genes significantly upregulated or downregulated after NACT.

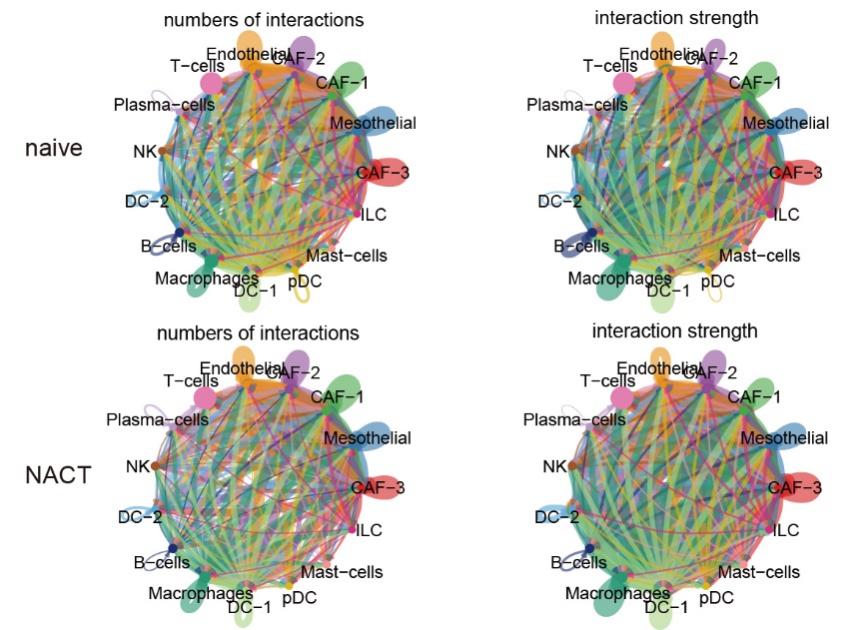

**Figure-S3 Cell–cell communications among non-tumour cells**

Chord diagrams showing the number of strengthened interactions among the 15 major cell types.

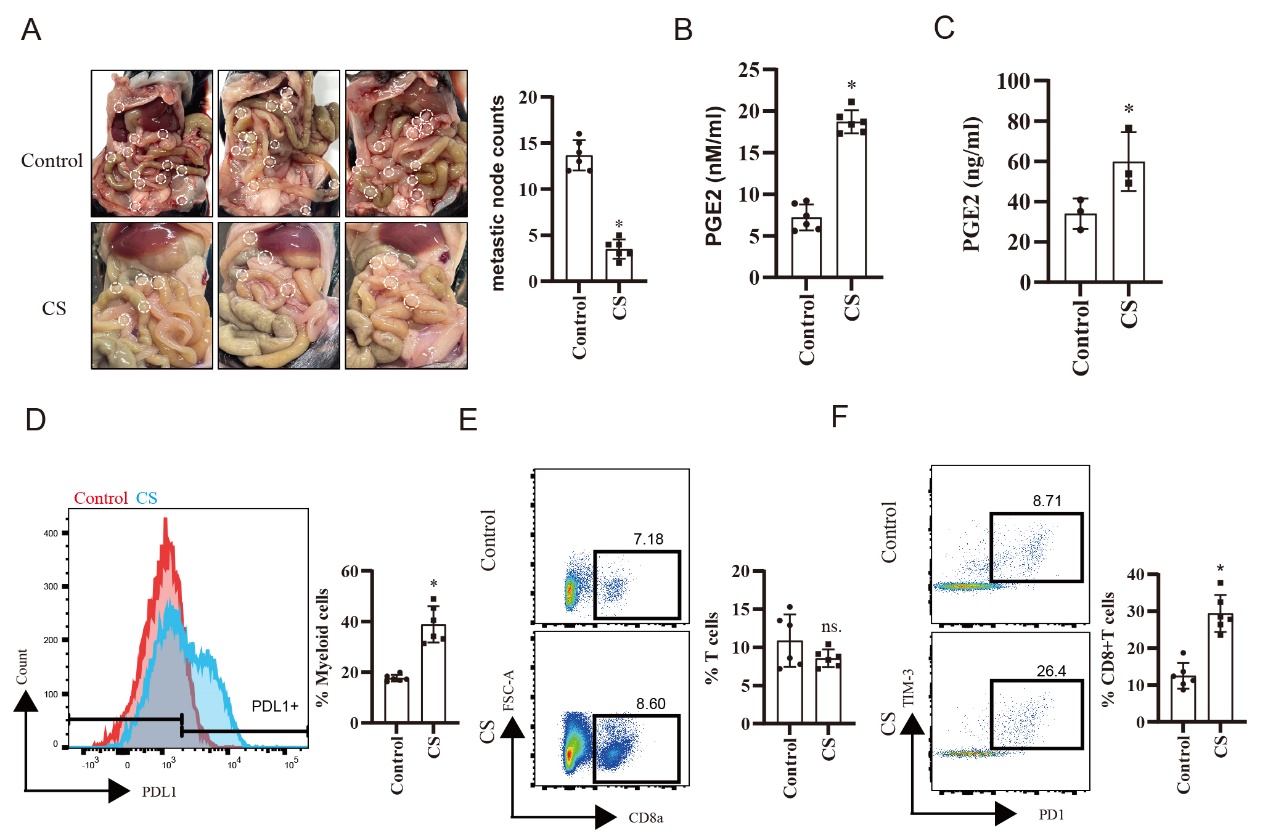

**Figure-S4 Cisplatin impairs tumour progression whereas induces immunosuppressive TME**

A: Images of metastatic nodes in mice peritoneal cavity with or without cisplatin (n = 6, p < 0.05).

B-C ELISA analysis of prostaglandin E_2_ levels in peritoneal irrigation fluid (B) and ID8 cell cultures (C) after chemotherapy (n = 6, p < 0.05).

D Flow cytometry showing an increase in PD-L1^+^ myeloid cells after CS treatment (n = 6, p < 0.05).

E The frequency of CD8^+^T cells in the control and CS groups was determined using flow cytometry (n = 6, p < 0.05).

F TIM-3⁺PD1⁺-exhausted CD8^+^ T cells significantly increased following chemotherapy (n = 6, p < 0.05).

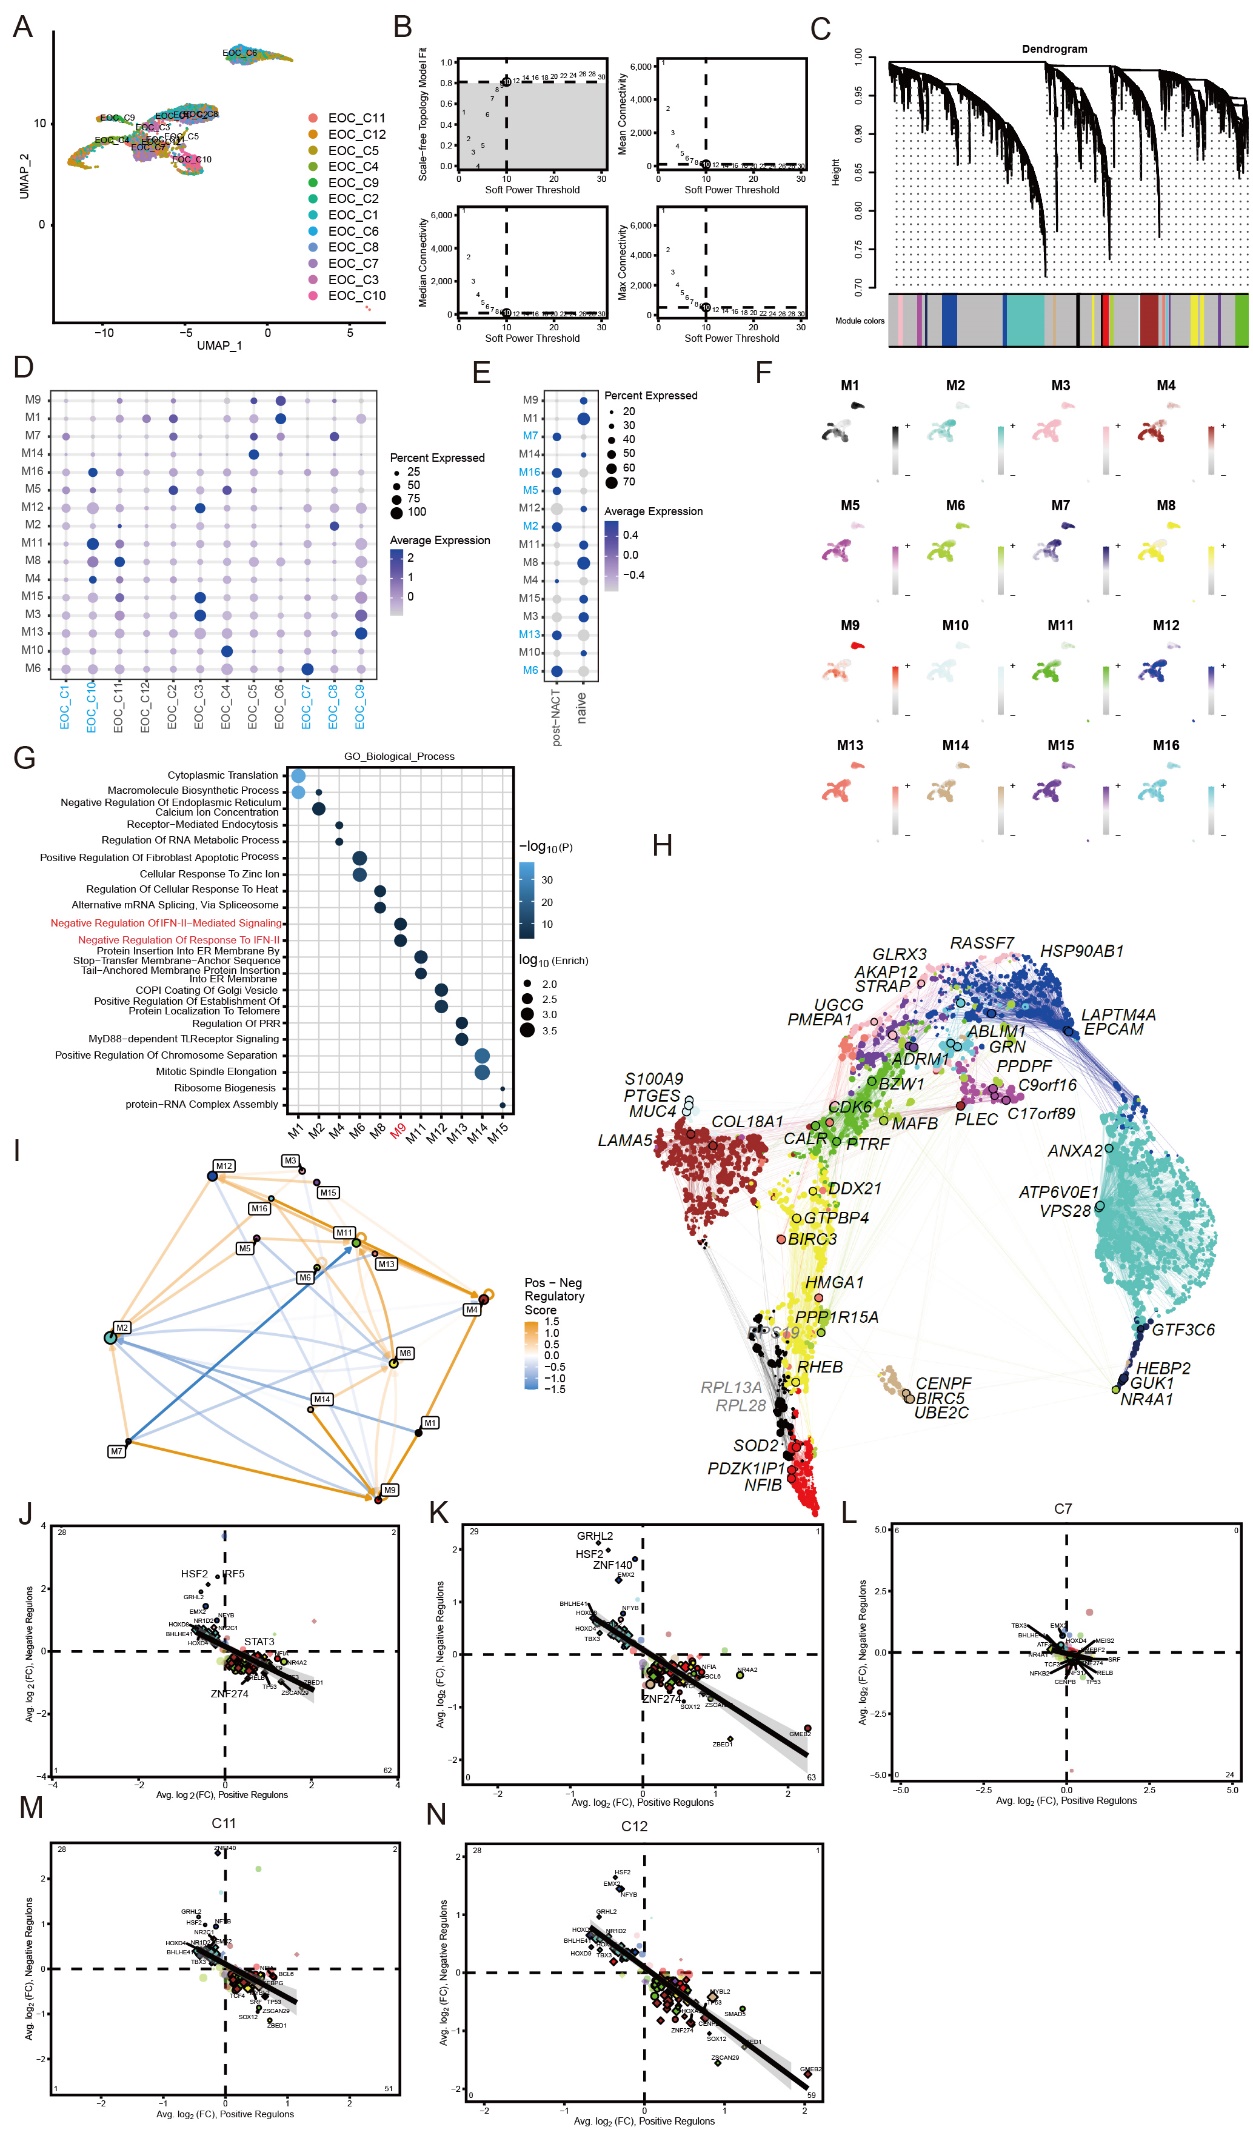

**Figure-S5 Identification of gene modules and transcriptional networks associated with treatment response in epithelial ovarian cancer (EOC).**

A Uniform manifold approximation and projection (UMAP) plot of ovarian cancer cells showing 12 major cell types by manual annotation.

B Soft-thresholding power selection plots based on scale-free topology, mean connectivity, and median connectivity.

C Dendrogram showing the co-expression modules. The grey module should be ignored in all downstream analyses and interpretations.

D Dot plot showing the expression of 16 gene modules (M1–M16) across individual samples.

E Comparison of the average expression levels of modules M1–M16 between the treatment-naïve and post-neoadjuvant chemotherapy (NACT) groups.

F UMAP plots showing the spatial distribution of each gene module (M1–M16) across the ovarian cancer cell subsets.

G Gene ontology (GO) enrichment analysis of the biological processes associated with each Gene module. Notably, M9–M11 were enriched in the negative regulation of type I interferon signalling and response.

H UMAP plot of the EOC co-expression network. Each node represents a single gene, and the edges represent the co-expression links between the genes and module hub genes. The top five hub genes per module are labelled.

I Network plot illustrating the inferred regulatory relationships among gene modules, with edge colours indicating positive (orange) or negative (blue) regulatory scores.

J-K Transcription factor (TF) motif enrichment plots comparing the average log2 fold changes in EOC_C1 (J) or EOC_C8 (K) between positive and negative module-associated regions. TFs, such as STAT3, ZNF274, and HSF2, are identified as potential key regulators.

L-N Differential transcription factor activity analysis of the EOC_C7 (L), EOC_C11 (M), and EOC_C12 (N) modules.

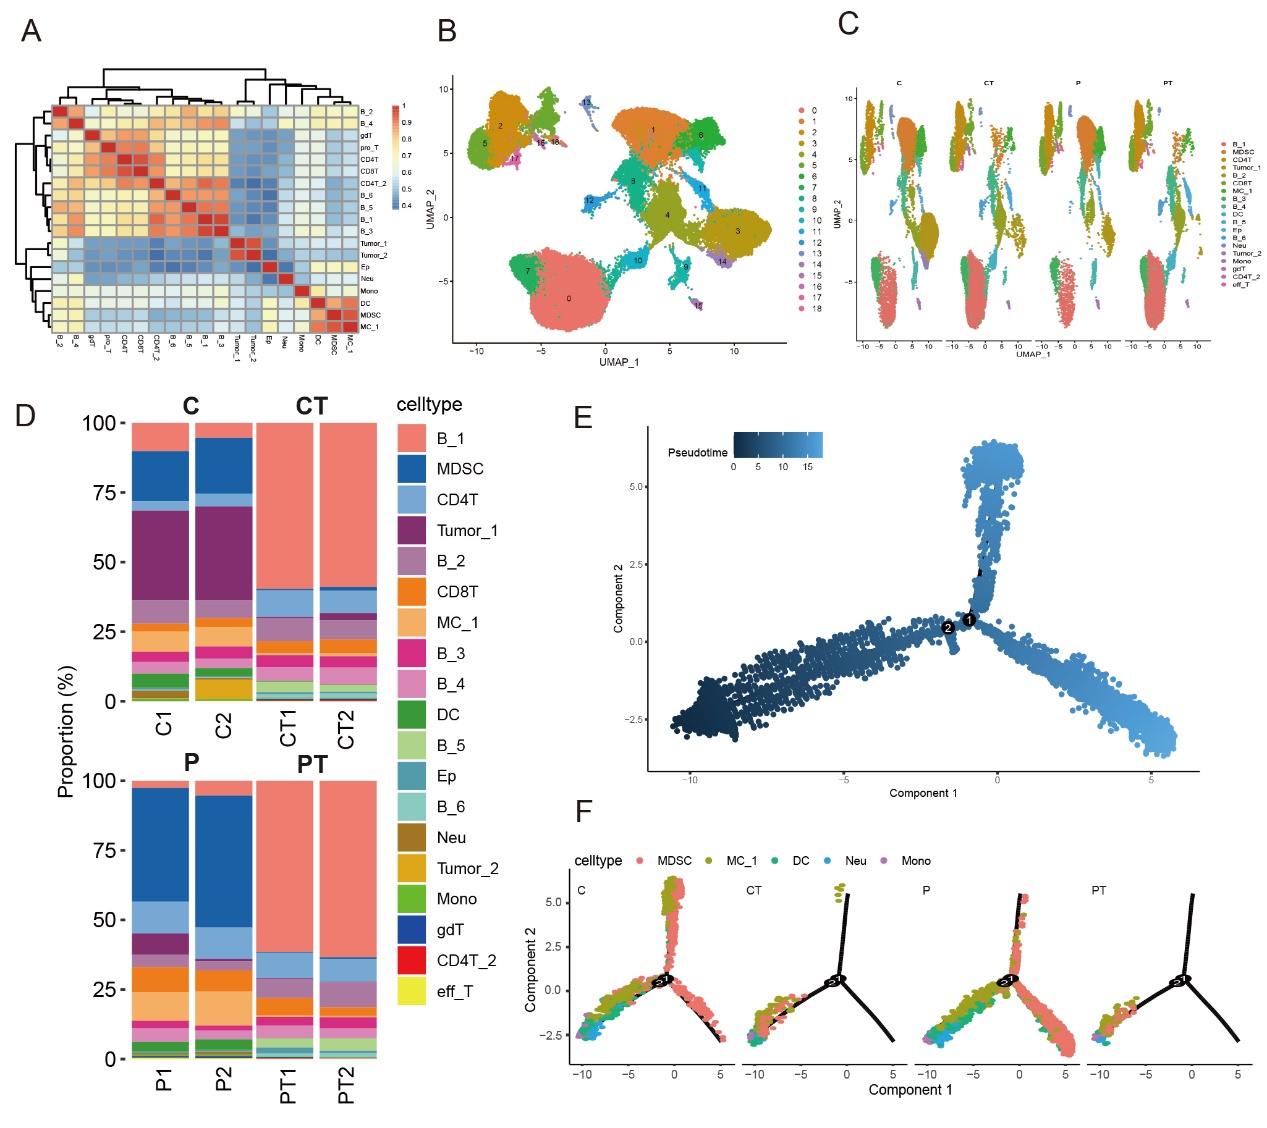

**Figure-S6 Cell types distribution and pseudo-time analysis of myeloid cells**

A Cell similarity analysis among all cell subsets.

B Uniform manifold approximation and projection (UMAP) plot showing 19 major cell lineages across the four groups.

C UMAP plot showing 19 major cell lineages grouped by sample and treatment.

D Bar charts showing the ratios of 19 major cell lineages across the four groups (C, CT, P, and PT).

E-F Monocle3 pseudo-time trajectory plots show dynamic lineage progression and treatment-induced shifts in the immune cell state, with colour coding by pseudo-time (D) or cell type (E).

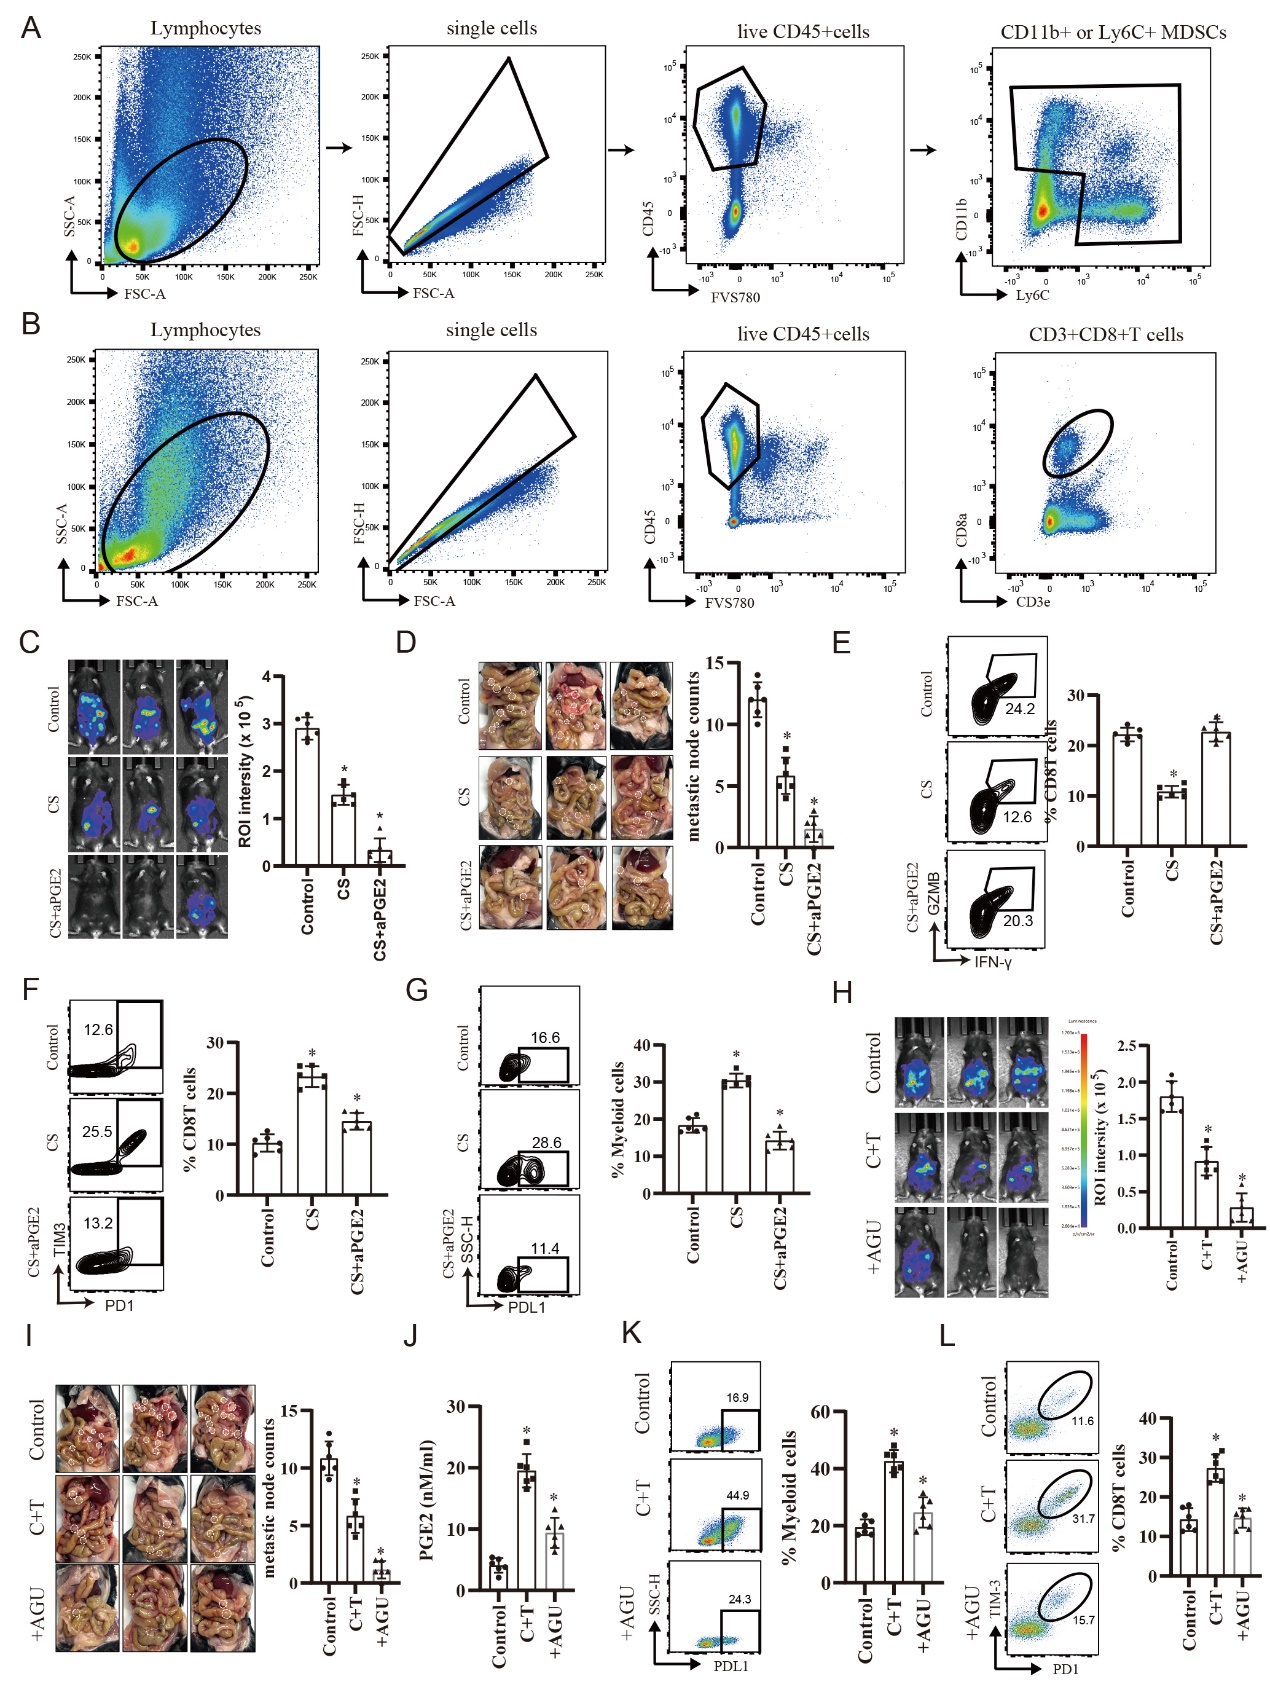

**Figure-S7 Flow cytometry gating strategy and therapeutic effects of AGU treatment.**

A-B Gating strategy for the identification of myeloid-derived suppressor cells (MDSCs) (A) and CD8^+^ T-cells (B).

C-D Female mice were intraperitoneally-injected with luc-ID8 (stably expressing the luciferase gene promoter) cells for two weeks. Subsequently, cisplatin or cisplatin plus aPGE2 was administered twice per week. In vivo imaging was performed on 4th week. The right panel shows the results. The representative pictures are shown (C) (n = 6, p < 0.05); Representative images of metastatic nodules in the peritoneal cavity from each treatment group, with bar graph quantifying the number of visible metastases. Combination treatment further reduced the metastatic spread (n = 6, p < 0.05).

E-G Flow cytometry showing reduced PD-L1^+^ myeloid cells, decreased CD8^+^ T-cell exhaustion and increased cytotoxicity of CD8^+^T in aPGE2-treated mice (n = 6, p < 0.05).
H-I Female mice were intraperitoneally-injected with luc-ID8 cells (stably expressing the luciferase gene promoter) for two weeks. Subsequently, cisplatin/paclitaxel (C+T) or C+T+AGU therapy was administered twice weekly. In vivo imaging was performed on 4^th^ week. The right-hand panel shows the results. The representative pictures are shown (H) (n = 6, p < 0.05); Representative images of metastatic nodules in the peritoneal cavity from each treatment group, with bar graph quantifying the number of visible metastases. Combination treatment further reduced the metastatic spread (n = 6, p < 0.05).
J Prostaglandin E_2_ concentration is reduced after AGU therapy compared to that in the C+T group (n = 6, p < 0.05).
K-L Flow cytometry showing reduced PD-L1^+^ myeloid cells and decreased CD8^+^ T-cell exhaustion in AGU-treated mice (n = 6, p < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

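The data are RNA sequencing libraries of mouse T cells co-cultured with ID8 ovarian cancer cells, 3 with ID8 cells pretreated with cisplatin (40 µM by the sample labels) and 3 with buffer-treated ID8 cells. The condition and replicate number of each library were taken from the sample labels and from the column names of Fig. 3F. The macrophage libraries, the mouse tumour experiments and the patient data of the paper were not analysed here. The deposited table held 0 further columns of samples.

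The authors cleaned the reads, aligned them and counted them on known genes with LifeScope, and deposited FPKM values, which are counts divided by gene length and by a library factor. For differential expression the authors ran DESeq2 on raw counts. The genome build is not stated in the paper's text. The gene coordinates of the table were the same as in GENCODE release M21 (GRCm38) for 53499 of the 54409 genes found in both, and GRCm38 is named beside the coordinates for that reason. The paper's text does not say whether reads were counted by strand or how reads matching several genes were treated. The authors' gene length was used as the table gives it.

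From the FPKM, whole reads were rebuilt by dividing FPKM times gene length by the step found in each library, and 100% of the values above 0 lay within 0.1 of a whole read. The rebuilt reads give the depth of each library (30606569 to 32169496 reads on genes) and a floor of 3 reads, below which no fold change is given except as a lower bound. They cover counting error only. The main tests used log2(FPKM + 0.1), in limma 3.58.1 (R 4.3.3) with lmFit and eBayes (trend = TRUE), over the 15874 genes with a mean of at least 0.5 FPKM, of 33456 genes with any read. Calls needed a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 14 lists, and with a two-sided exact permutation test of the library means. The median of each list was also placed among 10000 random lists matched in 20 bins of expression. Tables were read with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

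The lists held 461 gene symbols, of which 3 were absent from the table under that name, and were written before the data were examined, as were the tests, the alternatives and the rule for the genes named. That rule takes the 5 largest rises and the 5 largest falls in log2 fold change among called genes with a symbol, a mean of at least 5 FPKM in the higher group and all 3 libraries of one group above the other, and any gene of the lists may be named. The paper's text does not name the gene sets behind its pathway and transcription factor scores, so these scores were not recomputed. Some genes of the lists are not reported here by name.

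The steps were tested on simulated data drawn for the real genes at the real depths, with 200 genes changed by known amounts. Of these, 192 (96%) were called among the 15834 genes tested, 10 unchanged genes were called, and the slope of estimated on true log2 fold changes was 0.968. With limma's voom on the simulated reads, 194 changed and 5 unchanged genes were called among 18519 tested. All planted changes exceeded the fold-change minimum and their directions were random. The simulation held no change in the mixture of cells and no difference in scaling between the groups. It therefore does not test the calls under either of these.

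The alternatives were other pseudocounts (1 and 0.01), other filters on low values, other scalings between libraries (median of ratios, quantile normalization, centring on the T-cell identity genes, TPM), no trend in the variance prior, other thresholds, limma's treat at a fold change of 1.5, protein-coding genes alone, camera with an estimated correlation, limma's fry, leaving out each replicate, and the replicate number as a block. The pairing in the block comes from the replicate numbers in the sample labels, and neither the labels nor the paper's text say that libraries with the same number share a mouse. Chosen after the data were seen were limma's voom on the rebuilt reads (at least 10 reads in at least 3 libraries), FPKM rescaled by the rebuilt reads, and a minimum mean of 10 rebuilt reads. A count test with edgeR or DESeq2 on the rebuilt reads was planned and not run, since the deposited unit is FPKM.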

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

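The test of the ID8 tumour markers and the test of the scaling were set before the data were examined; the tests of the B-cell list, of gene length, of GC content, of depth, of the mixture of cells and of its limit were chosen after the results were seen.

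Transcripts of cell types other than T cells were present in the libraries, a signal the paper does not report on. The 30 tested ID8 tumour markers had a median of 34.97 FPKM in the control libraries and 6.94 FPKM in the cisplatin libraries, and Krt19, a keratin gene of the list, had 646 FPKM in the control libraries. The B-cell markers had a median of 33.3 FPKM in the control libraries, and Ighm, the constant region of immunoglobulin M, had 1433 FPKM there. All are far above the floor of 3 reads.

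A candidate explanation for the tumour markers is RNA from ID8 cells collected together with the T cells, in a smaller share after cisplatin pretreatment. The test was whether the markers fell together and by more than other genes. Their mean log2 fold change was -2.28 (adjusted p = 5.5e-17 from limma's camera test, range 7.8e-25 to 0.058 over the alternatives), and 29 of the 30 were lower. If less ID8 RNA were diluting the other cells' RNA, lists of other cell types would be expected to rise alike. The B-cell and T-cell lists rose by mean log2 fold changes of 0.69 and 0.60, a difference of 0.10, and the myeloid list by 0.61. The means fit such a dilution, but the genes within the lists did not rise alike. The B-cell genes went from 0.25 (Cd22) to 1.17 (Ighm), and 2 of the 11 myeloid genes were lower, with an SD over the genes of 0.74, so dilution alone does not account for these lists. The libraries' rebuilt reads differ too little between groups to give this, with medians 1.94% apart. The values do not say whether the B-cell transcripts come from cells left over from the spleen, and no biological explanation of their presence was tested. A fall of the markers alone would not raise the other lists. The design has no library of ID8 cells alone, so fewer ID8 cells cannot be told apart from less RNA in each ID8 cell.

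The larger number of lower than higher genes may follow in part from the same change in the mixture. After a correction of each library for gene length, which moved the calls to 464 higher and 2070 lower, 81.7% were lower, so gene length does not account for the excess. After a correction for GC content 75.6% were lower, but the calls hardly moved (653 higher and 2027 lower); the trend on GC content that it removed held 0.23% of the variance of the log2 fold changes, and only a bias that follows such a trend is tested by it. Under median-of-ratios scaling 75.7% were lower, but that scaling hardly moved the deposited values and is a weak test of scaling; quantile normalization gave 64.6% and centring on the T-cell identity genes 96.6%. The 10 genes with the most reads held 5.11% of the reads in the cisplatin libraries and 4.56% in the control libraries. If expression within each cell type were constant, the mean changes of the T-cell and ID8 lists would correspond to ID8 cells giving 39.1% of the RNA in the control libraries (95% bootstrap interval over genes 35.2 to 42.99) and 8.04% in the cisplatin libraries (6.36 to 10.3). The intervals cover only the choice of genes, and the shares rest on the FPKM as deposited. With FPKM rescaled by the rebuilt reads the mean changes were 0.68 for the T-cell list and -2.20 for the ID8 list. The shares therefore depend on the scaling as well. With constant expression no gene falls by more than the ID8 share does. Of the 2034 genes called lower, 1401 (68.9%) fell by no more than the mean of the ID8 markers and 633 fell by more. Of these, 145 lay below the lower bootstrap limit of that fall (-2.55) at an adjusted p-value under 0.05 by a one-sided moderated t-test. The limit is that of a mean, and 5 of the ID8 markers themselves are among the 145, with Ctgf at -4.20, so the test does not decide. Ffar4 (-6.26) and Kctd14 (-5.98) fell by more than every ID8 marker. They were picked for having the largest falls, and the markers themselves differ widely, so these genes do not decide either. With constant expression, markers made by ID8 cells alone would fall alike. Their log2 fold changes had an SD over the genes of 0.79, with -3.61 for Krt19 and -2.26 for Krt8 (standard errors 0.04 and 0.03). For such markers this argues against a change in the mixture alone, but markers also expressed in other cells would fall less. The larger number of lower genes as a whole cannot be told apart from a change in the mixture, and a change within cells also remains.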

How the results depend on the processing

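Except where an alternative is said to have been chosen after the data were seen, the alternatives were set before the data were examined. Across all of them, 331 of the summary values kept their direction and their side of the threshold, or stayed within 1.5 times the count reported. Of the others, 8 reversed direction, 14 no longer passed the threshold, 3 newly passed it and 11 counts moved by more than 1.5 times.

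The number of differentially expressed genes, 2687 (653 higher and 2034 lower), went from 2577 to 2722 across the 6 fits that each left out one replicate, with 570 to 693 higher and 1907 to 2083 lower. With the replicate number as a block it was 2662 (651 higher and 2011 lower), of which 2615 were shared; same-numbered libraries deviated with a mean correlation of -0.020, and every list kept its direction and its side of the threshold with the block. It was 1762 with pseudocount 1 (311 higher), 1145 with a mean of at least 5 FPKM (242 higher and 903 lower), and 8963 without the fold-change minimum (4360 higher and 4603 lower). Protein-coding genes alone gave 246 higher genes. Centring on the T-cell identity genes gave 136 higher and 3858 lower genes and shared 2170 (80.8%) of the calls. Quantile normalization gave 979 higher and 1790 lower genes. The median-of-ratios scaling left the values almost as deposited, so its 2680 calls show little about scaling. Of the alternatives chosen after the data were seen, limma's voom on the rebuilt reads gave 937 higher and 2605 lower genes, FPKM rescaled by the rebuilt reads gave 811 and 1879, and a minimum mean of 10 rebuilt reads gave 616 and 1981. The planned count test with edgeR or DESeq2 on rebuilt reads was not run.

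Centring on the T-cell identity genes moved the median of all tested genes from 0.03 to -0.57 and by construction lowered every gene alike. It reversed the mean log2 fold changes of the JAK-STAT components to -0.37, of the NF-κB components to -0.51, of the NF-κB targets to -0.43, of the p53 targets to -0.51, of the WNT targets to -0.40 and of the proliferation genes to -0.38, and the TGF-β targets, at -1.60, no longer passed limma's camera test. Of the reversed lists only the NF-κB targets passed the test on that scale, ranked above the other genes (adjusted p = 0.047 from limma's camera test, range 5.7e-05 to 0.096 over the alternatives). Relative to the median gene none of these values moved, so the changed p-values reflect the common shift and not a new place of the lists. Quantile normalization moved the median to 0.16 and FPKM rescaled by the rebuilt reads moved it to 0.11, and all but one of the lists kept their direction and side of the threshold under both; the myeloid markers, at 0.75, did not pass under quantile normalization. With a mean of at least 5 FPKM, the NF-κB targets reversed to -0.032 and did not pass limma's camera test (adjusted p = 0.084), and the myeloid markers, at 0.41, did not pass. The WNT targets reversed to -0.11 under voom. The p53 targets passed at 0.10 over all genes with any value. The filters leave each gene's log2 fold change as it was, so the means moved with the genes kept: 37 in place of 46 NF-κB targets and 7 in place of 11 myeloid markers with a mean of at least 5 FPKM, and 34 in place of 33 p53 targets over all genes with any value. Voom tested 11 in place of 9 WNT targets, and the cause of that reversal was not tested.

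With the inter-gene correlation estimated from the data, camera no longer passed the JAK-STAT components (0.23), JAK-STAT targets (-0.50), NF-κB components (0.087), NF-κB targets (0.17), TGF-β targets (-1.01), MAPK targets (-0.76), proliferation genes (0.21), T-cell identity genes (0.60), ID8 tumour markers (-2.28), B-cell markers (0.69) or myeloid markers (0.61), with the mean log2 fold changes themselves the same; the hypoxia targets still passed. The self-contained test fry, which asks whether a list changed at all, also passed the p53 targets (0.085) and WNT targets (0.19). Among the 10 genes named for the largest rises and falls, 6 further values were weaker, all for Traj26, a segment of 60 bases with at most 3 reads in each control library. Of the other single genes followed over the scalings, Nfkb1 reversed to -0.44 under the centring, Pdcd1, Havcr2 and Ptger4 did not pass there (adjusted p = 0.84, 0.34 and 0.66 from limma), and Rela and Stat3 did not pass under quantile normalization (adjusted p = 0.066 and 0.089 from limma) or with FPKM rescaled by the rebuilt reads (adjusted p = 0.30 and 0.17 from limma). Depth limits such short or low genes: 46 of the higher and 13 of the lower calls are under 100 bases long, and 29 of the higher and 35 of the lower calls average under 10 reads in the higher group.

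The real split of the 6 libraries into groups gave 2687 calls and 1 of the 10 possible splits, the real one, gave as many; with 10 splits the share cannot be under 0.1. Of the other 9, one gave 1 call and the rest gave 0. The real split parts the 3 same-numbered pairs, as do 3 of the others, which gave 0 calls; the remaining 6 part 1 pair.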

Differences from the paper's values

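The paper's 857 upregulated and 2661 downregulated genes compare with 653 and 2034 here, less than 1.5 times apart. Among the alternatives set before the data were examined, 756 higher and 2446 lower genes were called over all genes with any value and 785 and 2465 on TPM. Limma's voom on the rebuilt reads, chosen after seeing the values, called 937 and 2605. With the alternatives pseudocount 1 (311 and 1451), a mean of at least 5 FPKM (242 and 903) and no fold-change minimum (4360 and 4603), both counts were over 1.5 times apart from the paper's. The higher count alone was so after centring on the T-cell identity genes (136), without cisplatin replicate 2 (570), at an adjusted p-value under 0.01 (503) and with protein-coding genes only (246).

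The paper states that the NF-κB pathway was inhibited in T cells, and Fig. 3F shows a lower score with cisplatin. The lists used here had mean log2 fold changes of 0.09 for NF-κB components and 0.17 for NF-κB targets on the FPKM as deposited. After centring on the T-cell identity genes the means were -0.51 and -0.43, where the components did not pass limma's camera test (adjusted p = 0.38) and the targets ranked above the other genes (adjusted p = 0.047). With a mean of at least 5 FPKM the targets had a mean of -0.03 and did not pass limma's camera test (adjusted p = 0.084, ranked above the other genes). For JAK-STAT, which the paper also states was inhibited, the targets were lower (-0.50) and the components higher (0.23), with -0.37 for the components after the centring, where they did not pass limma's camera test (adjusted p = 0.96). The centring left every list at the same place relative to the median gene. The fall of the JAK-STAT targets may come in part from less ID8 RNA, which no scaling used here removes.

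Fig. 3F shows a higher MAPK score with cisplatin, where the MAPK targets here had a mean log2 fold change of -0.76 and were lower in every alternative (-1.35 to -0.63). It also shows higher p53 and WNT scores, and the lists here had mean log2 fold changes of 0.09 and 0.19 that did not pass limma's camera test (adjusted p = 0.12 and 0.16) and were lower after the centring; the WNT list was also lower, at -0.11, under voom, which was chosen after seeing the values. Over the alternatives their adjusted p-values from limma ranged from 1.2e-05 to 0.88 and from 1.6e-04 to 0.69; the p53 list passed as higher over all genes with any value and with limma's fry, and the WNT list with fry. For Pparg and Snai2, whose activity Fig. 3G shows as higher with cisplatin, the log2 fold changes of the transcripts were -1.88 and -1.49, and they were lower under each scaling tried; for Nfkb1, whose activity it shows as lower, the log2 fold change was 0.16, and -0.44 after the centring. No alternative removes RNA of ID8 cells. A smaller ID8 share may therefore lower the MAPK targets, Pparg and Snai2 in every alternative without a change within T cells. The gene sets behind the paper's scores are not named in its text and are not the lists used here.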

Other observations

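The tests in this part were chosen after the results were seen.

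Which scaling fits T cells decides the direction of the NF-κB and JAK-STAT component lists. The mean log2 fold change of the NF-κB targets was 0.17 on the FPKM as deposited and -0.43 when libraries were centred on T-cell identity genes. If part of the RNA comes from ID8 cells and that part shrinks, T-cell transcripts may rise in the library without a change within T cells, and the centring would remove that rise. The centring moves every gene by the same amount and assumes constant T-cell identity genes, so the data cannot say which scaling is right. Measurements of the number of ID8 cells in each culture were not used here.

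The hypoxia list fell nearly as much as the ID8 tumour markers, with mean log2 fold changes of -2.11 and -2.28, a difference of 0.17. Of its 27 genes 26 were lower, among them P4ha2 (-4.40), Ndrg1 (-4.32), Egln3 (-3.75), Bnip3 (-3.46), Vegfa (-3.31), Slc2a1 (-2.34) and Ldha (-1.64). This may reflect fewer ID8 cells contributing RNA, or less oxygen and glucose use in cultures with fewer live tumour cells, which would lower these genes in T cells as well. The fall under the centring, to -2.71, is the same relative to the median gene. The mean fall of the list does not separate these explanations. P4ha2 and Ndrg1, the largest falls of the list, fell by far more than the mean of the ID8 markers. An ID8 marker itself fell about as much (Ctgf, -4.20), so these genes do not separate the explanations either.

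Cd44, which encodes a surface marker measured by flow cytometry in Fig. 3H, had a log2 fold change of -0.30 (adjusted p = 2.7e-04 from limma), and of -0.89 after centring on the T-cell identity genes. All 3 cisplatin libraries lay below the control libraries. Fig. 3H measures protein on CD8+ T cells, and this is a transcript level. The libraries do not separate transcripts of T cells from those of ID8 cells, so the fall is not assigned to T cells.

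The paper reports exhausted T cells, by PD1 and TIM3, in mice treated with cisplatin. In the libraries of the co-cultured T cells, the transcripts of Pdcd1 had a log2 fold change of 0.57 and those of Havcr2 of 0.85 (adjusted p = 0.0049 and 0.013 from limma). After centring on the T-cell identity genes the values were -0.03 and 0.25 and did not pass (adjusted p = 0.84 and 0.34 from limma); under the other 4 scalings tried the adjusted p-values from limma were 0.0015 to 0.0076 for Pdcd1 and 0.0058 to 0.018 for Havcr2.

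The paper centres on prostaglandin synthesis after chemotherapy in tumour and myeloid cells. In these libraries Ptgs1 and Ptgs2 had log2 fold changes of -2.06 and -1.51 with cisplatin-pretreated ID8 cells (adjusted p = 8.8e-07 and 5.9e-06 from limma), and Ptges one of -0.79 (adjusted p = 0.0050 from limma), and they were lower under each scaling tried. The receptor genes Ptger2 and Ptger4 had log2 fold changes of 1.21 and 0.65 (adjusted p = 4.6e-06 and 0.0014 from limma), and 0.61 and 0.05 after centring on the T-cell identity genes. The libraries do not separate transcripts of T cells from those of ID8 cells.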
